# Mtf2-PRC2 control of canonical Wnt signaling is required for definitive erythropoiesis

**DOI:** 10.1038/s41421-018-0022-5

**Published:** 2018-05-01

**Authors:** Janet L. Manias Rothberg, Harinad B. Maganti, Hani Jrade, Christopher J. Porter, Gareth A. Palidwor, Christopher Cafariello, Hannah L. Battaion, Safwat T. Khan, Theodore J. Perkins, Robert F. Paulson, Caryn Y. Ito, William L. Stanford

## Abstract

Polycomb repressive complex 2 (PRC2) accessory proteins play substoichiometric, tissue-specific roles to recruit PRC2 to specific genomic loci or increase enzymatic activity, while PRC2 core proteins are required for complex stability and global levels of trimethylation of histone 3 at lysine 27 (H3K27me3). Here, we demonstrate a role for the classical PRC2 accessory protein Mtf2/Pcl2 in the hematopoietic system that is more akin to that of a core PRC2 protein. *Mtf2*^*−/−*^ erythroid progenitors demonstrate markedly decreased core PRC2 protein levels and a global loss of H3K27me3 at promoter-proximal regions. The resulting de-repression of transcriptional and signaling networks blocks definitive erythroid development, culminating in *Mtf2*^*−/−*^ embryos dying by e15.5 due to severe anemia. Gene regulatory network (GRN) analysis demonstrated Mtf2 directly regulates Wnt signaling in erythroblasts, leading to activated canonical Wnt signaling in Mtf2-deficient erythroblasts, while chemical inhibition of canonical Wnt signaling rescued Mtf2-deficient erythroblast differentiation in vitro. Using a combination of in vitro, in vivo and systems analyses, we demonstrate that Mtf2 is a critical epigenetic regulator of Wnt signaling during erythropoiesis and recast the role of polycomb accessory proteins in a tissue-specific context.

## Introduction

Epigenetic regulation of cell signaling is fundamental to developmental and homeostatic processes. The evolutionarily conserved polycomb group proteins were first identified by their repression of *Homeotic* (*Hox*) genes regulating body axis formation. The different polycomb group proteins associate to form functionally distinct complexes that belong to two major families: polycomb repressive complexes 1 and 2 (PRC1 and PRC2, respectively). While the core components of the PRC1 include Pcgf and an E3 ubiquitin ligase Ring1b, responsible for the maintenance of H2AK119ub1 marks^1^, PRC2 consists of three core proteins: Suz12, Eed and one of the histone methyltransferases Ezh1 or Ezh2, responsible for the maintenance of the global H3K27me3 marks^2,3^. Although the core PRC2 proteins are required for the stability of the PRC2 complex, none encode DNA binding domains. Hence, the core PRC2 proteins interact with accessory proteins, such as Jarid2, Aebp2 or members of the *polycomb-like* (*Pcl*) family encoding Phf1 (Pcl1), Mtf2/Pcl2 and Phf19 (Pcl3) that contain DNA binding domains able to target the PRC2 to specific genomic loci^4–7^. While the core PRC2 complex proteins are abundantly expressed across all tissues and are required for proper differentiation of embryonic stem cells (ESCs) and somatic stem cells^8,9^, PRC2 accessory proteins have shown limited expression in certain tissues and hence need to be studied in a tissue-specific manner.

Hematopoiesis is a tightly regulated process requiring the lifelong generation of sufficient mature cells of multiple lineages to replace aged cells. During hematopoiesis, polycomb proteins play fundamental roles in cell fate decisions and differentiation programs. Core components of PRC2 have significant roles in regulating hematopoiesis and recent studies have demonstrated that Ezh1 and Ezh2 are differentially regulated during hematopoietic ontogeny^10^. Conditional ablation of Ezh2 and Eed in hematopoietic cells revealed defects in hematopoietic stem cell (HSC) self-renewal and erythroid differentiation, ultimately leading to anemia^10,11^. However, the role of Ezh2 is cell-stage specific, as Ezh2 is dispensable in adult HSCs via compensatory Ezh1 function^10^. Ablation of the PRC2 accessory protein Jarid2 resulted in anemia via non-cell-autonomous mechanisms^12,13^. While extensive studies have been conducted on PRC2 core complex members and Jarid2 in the hematopoietic system, little is known about the role of other PRC2 accessory proteins within this context.

Metal regulatory transcription factor 2 (Mtf2; a.k.a., *polycomb-like 2* (*Pcl2*)) is a catalytically inactive Pcl family protein that has been shown to recruit the PRC2 to target gene loci within ESCs^14,15^. Mtf2 knockdown in ESCs led to reduced H3K27me3 levels at Mtf2 target loci but did not affect global H3K27me3 levels^14,15^. Moreover, manipulating the expression of Mtf2 did not affect the expression of core PRC2 complex members^15,16^, supporting its role as a PRC2 accessory protein in ESCs. While the function of Mtf2 has been characterized in ESCs, the role of Mtf2 in vivo is poorly understood.

The Wnt/β-catenin signaling pathway is highly conserved for body axis formation, endodermal specification and organ formation among vertebrates^17–19^. Abnormal expression of Wnt/β-catenin signaling results in developmental disorders and diseases including cardiovascular diseases, skeletal disorders, neuronal diseases and cancer^20–22^. A variety of transcriptional and post-transcriptional mechanisms impart tight regulation on the Wnt/β-catenin signaling pathway^21^. Recently, PRC2-mediated regulation of Wnt signaling has been shown to control cell growth across multiple tissues^23,24^; however, it is not clear how the Wnt signaling pathway is epigenetically regulated and little is known about the role of PRC2 in regulating these pathways.

Here we show the PRC2 accessory protein, Mtf2, is required for embryonic and erythroid development by epigenetically repressing Wnt transcriptional and signaling pathways during hematopoiesis. In CD71^+^Ter119^+^ erythroblasts, Mtf2 deficiency results in a global loss of promoter-proximal H3K27me3, aligning the function of Mtf2 in erythropoiesis more similar to a core PRC2 protein. We further demonstrate that Mtf2-PRC2 represses canonical Wnt signaling, which regulates erythroid maturation by controlling critical differentiation genes, including *Gata2*, *Fli1* and *Myb*. These findings also redefine the function of PRC2 accessory proteins, demonstrating that these proteins may fulfill the equivalent role of a core protein in a tissue-specific manner.

## Results

### Mtf2-null mice die in utero from impaired definitive erythropoiesis

Mtf2 is highly expressed in ESCs; however, our in silico analysis of mouse tissue microarrays^25^ determined that *Mtf2* has a more restricted pattern in adults, with higher expression in sites of hematopoiesis. Using intracellular flow cytometry, we analyzed Mtf2 protein abundance in various hematopoietic lineages isolated from bone marrow (BM) and observed that Mtf2 expression is high in long- and short-term HSCs, progenitors (LSK cells) and various stages of erythroblast development (indicated by CD71 and/or Ter119 expression; Supplementary Figure S1a-c). In erythroblasts, Mtf2 expression is modulated during the cell cycle, with highest expression observed during the S and G2/M phases. The dynamic expression of Mtf2 during the cell cycle mirrors that of PRC2 core proteins Suz12 and Ezh2 (Supplementary Figure S1d).

Previous work addressing the role of Mtf2 in vivo was limited to gene trap mutants that displayed variable phenotypes^26,27^. Since gene trap mutations are often hypomorphic^28^ and to maintain strain fidelity, which has also led to variable phenotypes with other polycomb mutants^13,29^, we generated Mtf2-null (*Mtf2*^*−/−*^) mice in the *C57BL/6* background using gene-targeted ESCs to study Mtf2 function in vivo (Fig. 1a, b).

**Fig. 1:**
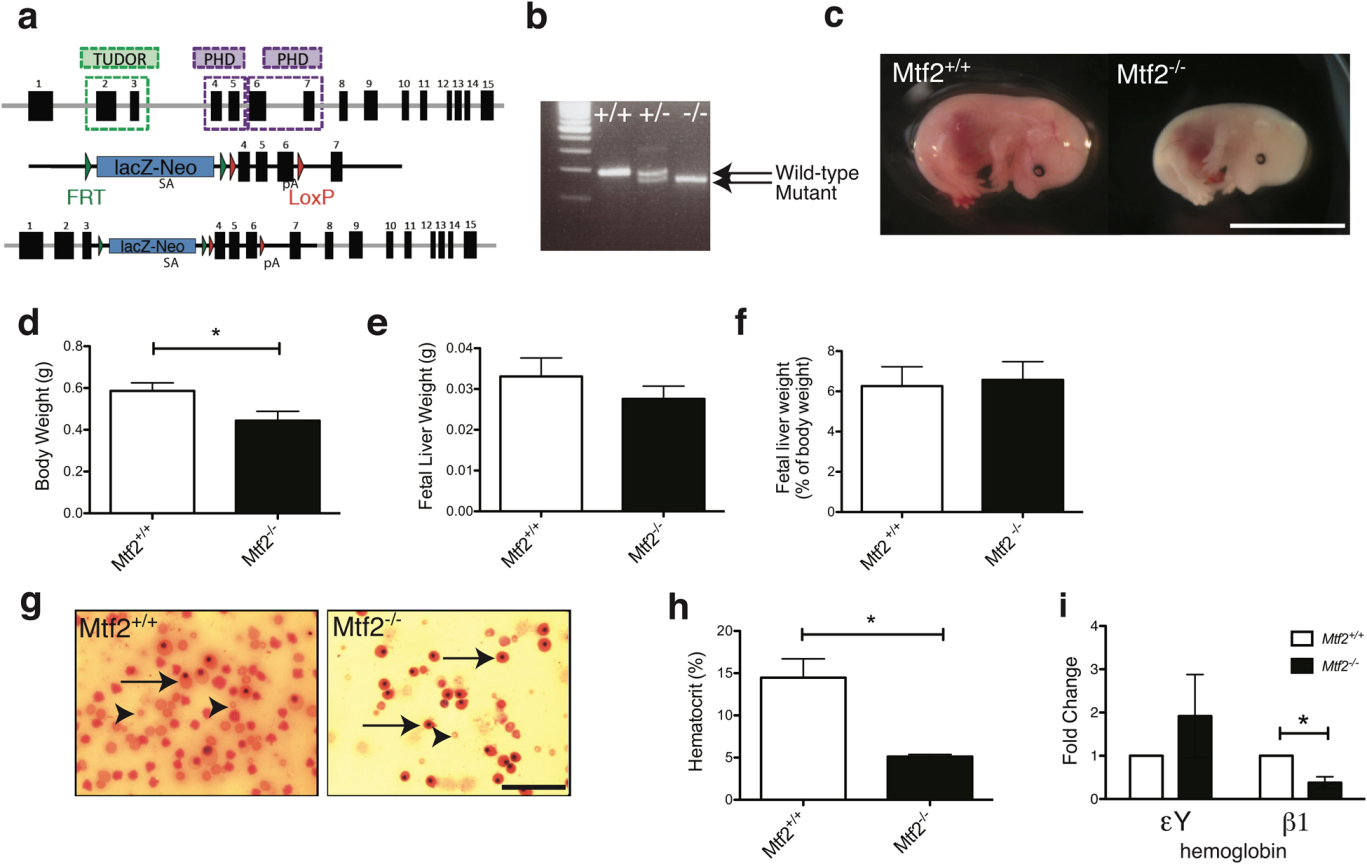
*Mtf2*^*−/−*^ mice die at e15.5 due to severe anemia. **a** Schematic of the gene-targeted ESCs used to create Mtf2 knockout mice. Mtf2 protein domains (Tudor, PHD) are indicated. **b** A PCR-based genotyping strategy was used to identify homozygous mutants. **c** *Mtf2*^*−/*−^ embryos readily display anemia and growth defects, dying by e15.5. **d** The e15.5 *Mtf2*^*−/−*^ embryos are significantly smaller than their wild-type littermates but have **e**,** f** normal fetal liver (FL) weight as a measure of body size. **g** Peripheral blood taken from e15.5 *Mtf2*^*−/−*^ embryos contains fewer cells than wild-type littermates, large nucleated erythroid precursors (arrows) and very few enucleated red blood cells (arrowheads). **h** Null embryos have a lower hematocrit and **i** fail to express adult β1 hemoglobin transcript at the appropriate level, while embryonic (εY) hemoglobin expression was elevated. *P* value was calculated using Student's *t* test. All data are shown as mean ± SEM, *n* = 3, *p < 0.05. See also Supplementary Figure S1

In contrast to the gene trap mutants, no homozygous gene-targeted mice were present at parturition; thus, embryos were analyzed at different developmental stages. *Mtf2*^*−/−*^ embryos die at e15.5, displaying growth defects, hemorrhage and severe anemia (Fig. 1c–e). Embryos also display skeletal alterations, including fusion of vertebrae and ectopic ribs (Supplementary Figure S1e), as observed in the gene trap mutants^26,27^. Based both on the gross pathology of the *Mtf2*^*−/−*^ embryos and the expression pattern of Mtf2 in adult erythroblasts (Supplementary Figure S1c), we further investigated erythroid development in viable *Mtf2*^*−/−*^ e14.5 embryos. At this embryonic stage, the fetal liver (FL) is the central site of hematopoietic development and FL cellularity was significantly reduced in *Mtf2*^*−/−*^ embryos (30.9 ± 1.88 × 10^6^ cells per embryo compared to 64.7 ± 8.95 × 10^6^ cells in wild-type (WT) embryos, *p* = 0.013), albeit FL size as a percentage of body weight was not affected (Fig. 1f). Moreover, peripheral blood smears from *Mtf2*^*−/−*^ embryos showed fewer enucleated mature red blood cells and more nucleated, large primitive erythroblasts compared to *Mtf2*^*+/+*^ controls (Fig. 1g). Hematocrits were also dramatically reduced in *Mtf2*^*−/−*^ embryos (Fig. 1h). In addition, the messenger RNA (mRNA) levels of adult β1 hemoglobin, which is normally expressed by maturing red blood cells at this stage of development, was reduced in *Mtf2*^*−/−*^ embryos while embryonic globin (εY) expression was elevated (Fig. 1i).

To discern which stage of erythroid development was blocked in *Mtf2*^*−/−*^ cells, we used the cell surface markers CD71 and Ter119 to track erythroid maturation in the FL^30^. We identified a delay in erythroblast differentiation, with an increased frequency of CD71^+^Ter119^-/lo^*Mtf2*^*−/−*^ cells (erythroid stages S0–S2) and reduced frequency of CD71^+^Ter119^+^ (stage S3) *Mtf2*^*−/−*^ cells (Fig. 2a, b). Despite alterations in cell number between genotypes within FL erythroid sub-populations S2 and S3, cell morphology between genotypes was unaltered, as assessed by imaging flow cytometry (Supplementary Figure S2a-b). Similar to our observations in the FL, we observed increased numbers of pro-erythroblasts (CD71^+^Ter119^lo^, Thiazole Orange^hi^) in the peripheral blood of e14.5 *Mtf2*^*−/−*^ embryos. However, *Mtf2*^*−/−*^ CD71^+^Ter119^hi^Thiazole Orange^hi^ cells that remained in the peripheral blood are more immature than their WT counterparts, as indicated by more centrally located nuclei (Delta XY centroid values of *Mtf2*^*−/−*^ vs. WT: 0.69 ± 0.01 vs. 0.83 ± 0.01, respectively; Fig. 2c). There is also a reduction in the number of reticulocytes and mature red blood cells in *Mtf2*^*−/−*^ e14.5 peripheral blood (0.7% Ter119^-^ DNA^-^ cells vs. 1.89% in WT), corroborating our qualitative observations in blood smears (Fig. 1g). Together, these observations demonstrate that Mtf2 plays a critical role in erythroid maturation.

**Fig. 2:**
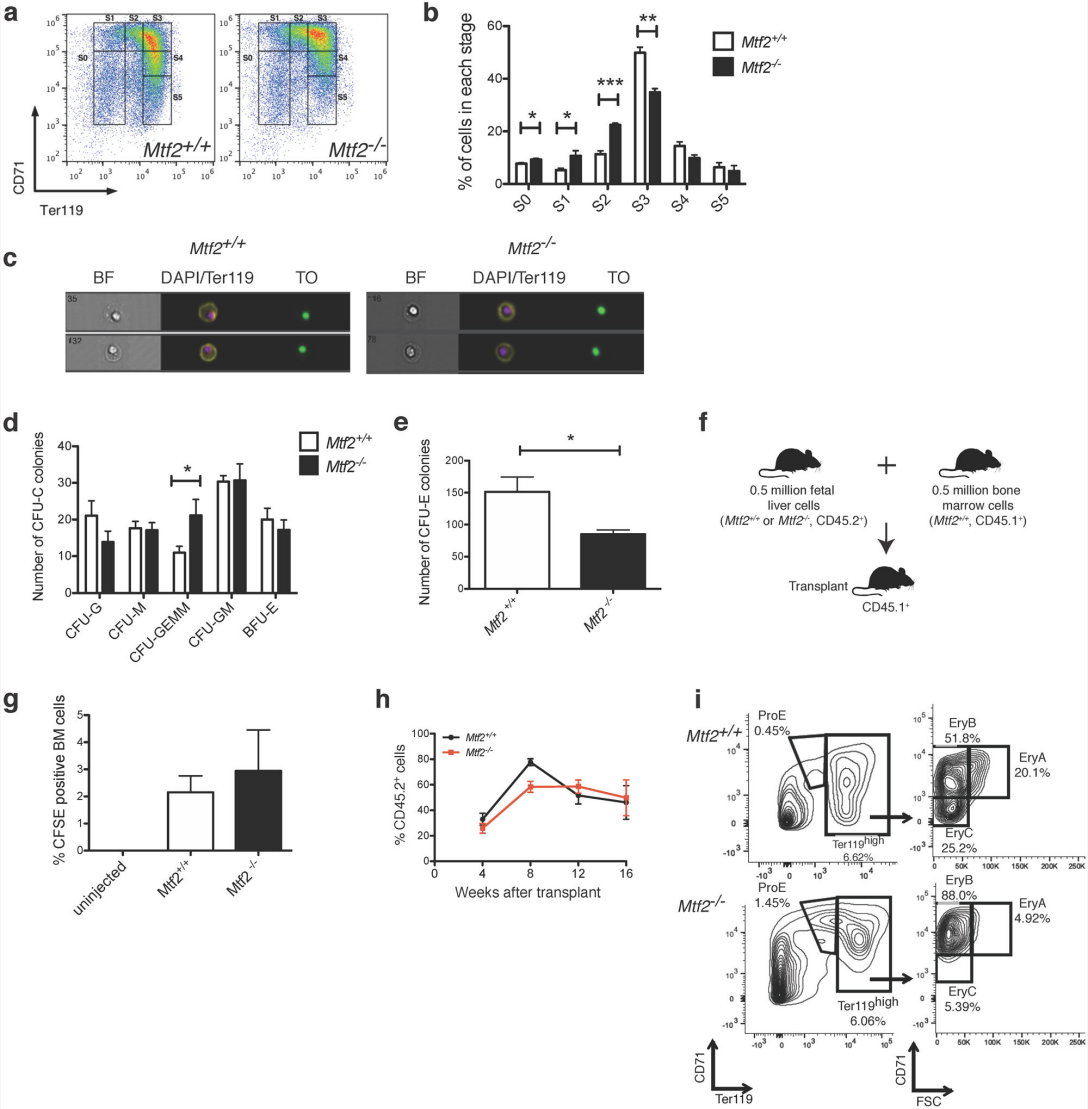
Mtf2 is required for normal erythroid differentiation. **a**,** b** *Mtf2*^*−/−*^ FL cells have increased frequency of pro-erythroblasts (stages S0–S2) and fewer CD71^+^Ter119^+^ erythroblasts (stage S3). **c** Representative pictures from imaging flow cytometry on *Mtf2*^*−/−*^ e14.5 peripheral blood. *Mtf2*^*−/−*^ Ter119^+^ cells have more centrally located nuclei (analyzed by imaging flow cytometry) than their wild-type counterparts (Delta XY centroid values 0.69 ± 0.01 vs. 0.83 ± 0.01, *p* < 0.01). BF brightfield, TO thiazole orange. **d**,** e** FL cells from *Mtf2*^*−/−*^ embryos contain fewer erythroid progenitors (colony-forming unit-erythroid (CFU-E)) but have higher numbers of multipotent clonogenic progenitors (colony-forming unit-granulocyte, erythrocyte, macrophage, megakaryocyte (CFU-GEMM)). CFU-G colony-forming unit-granulocyte, CFU-M colony-forming unit-macrophage, CFU-GM colony-forming unit-granulocyte, macrophage, BFU-E burst-forming unit-erythroid. Data are shown as number of colonies per 2 × 10^5^ FL cells plated, mean ± SEM for *n* = 4 mice, in triplicate. **f **Schematic showing primary repopulation experiments using donor wild-type and *Mtf2*^*−/−*^ e14.5 FL cells. **g** *Mtf2*^*−/−*^ FL cells are able to home to the bone marrow 17 h after injection as well as WT cells. **h** The percentage of CD45.2^+^ donor-derived cells in the peripheral blood of recipient animals is similar when either wild-type or *Mtf2*^*−/−*^ FL donor cells are injected. **i** Erythroid defects observed in *Mtf2*^*−/−*^ FL are cell-intrinsic and recapitulated in recipient mice. A higher frequency of *Mtf2*^*−/−*^ FL donor-derived pro-erythroblasts (ProE) and fewer mature erythroblasts (EryC) were observed compared to WT FL donor cells. *P* value was calculated using Student's *t* test. *p < 0.05, **p < 0.01, ***p < 0.001, *n* = 3. See also Supplementary Figure S2

### Mtf2 is required for erythroid maturation in a cell-intrinsic manner

Since Mtf2 is expressed in various hematopoietic progenitors (Supplementary Figure S1a-b), we assessed the impact of Mtf2 deficiency on the differentiation potential of progenitors using in vitro colony-forming unit (CFU) assays. *Mtf2*^*−/−*^ embryos contained fewer erythroid progenitors (CFU-E) but more multipotent clonogenic progenitors (CFU-granulocyte, erythrocyte, monocyte, megakaryocyte (CFU-GEMM)) than WT embryos, further demonstrating a block in erythroid differentiation potential (Fig. 2d, e). To address the mechanism underlying the observed erythroblast maturation defect, we first determined whether cell cycle and apoptosis was normal in *Mtf2*^*−/−*^ erythroblasts. No increase in Annexin V staining was detected in either *Mtf2*^*−/−*^ CD71^+^Ter119^-/lo^ or CD71^+^Ter119^+^ cells (Supplementary Figure S2c-d). Thus, the reduction in *Mtf2*^*−/−*^mature erythroblasts observed in the FL is not due to enhanced apoptosis. *Mtf2*^*−/−*^ CD71^+^Ter119^lo^ erythroblasts displayed increased cycling with a higher percentage of cells in the S phase and a reduced number of cells in the G_0_/G_1_ phase compared to WT erythroblasts (Supplementary Figure S2e-f). The increased proliferation in these erythroblast progenitors may contribute to their differentiation defect, as erythroid maturation is linked to cell cycle exit^31^. Collectively, these data illustrate that Mtf2 is required for definitive erythropoiesis.

In our constitutive Mtf2 knockout mouse model, Mtf2 is deleted in both the developing hematopoietic cells and the supporting stromal cells of the FL. Therefore, we tested whether the role of Mtf2 in erythroid development is due to the hematopoietic cell microenvironment, as has been previously attributed to the role of Jarid2 in erythroid maturation^12,13^. Using competitive repopulation (Fig. 2f), we observed that *Mtf2*^*−/−*^ and WT FL cells were equally capable of homing to the BM 17 h after injection (Fig. 2g). Additionally, the contribution of donor-derived (CD45.2^+^) cells in the peripheral blood up to 16 weeks following primary transplant was comparable between genotypes (Fig. 2h). Strikingly, analysis of erythroid progenitors demonstrated that *Mtf2*^*−/−*^ donor-derived cells were also defective in erythroid maturation with an accumulation of pro-erythroblasts (ProE) and late basophilic (EryB) erythroblasts (Fig. 2i). This erythroid maturation delay is similar to that observed in the Mtf2-null embryos and therefore not due to a defect in the FL microenvironment. These data demonstrate that Mtf2, unlike Jarid2, plays a cell-intrinsic role in erythroblast maturation that is not limited to fetal development.

### Mtf2 regulates core PRC2 member protein abundance in the hematopoietic system

In ESCs, Mtf2 has been identified as a PRC2 accessory protein as it associates with PRC2 core proteins but does not modulate their expression^14,15,26^. Thus, we analyzed the effects of Mtf2 loss on PRC2 expression to determine whether Mtf2 plays a similar role in hematopoietic cells. In *Mtf2*^*−/−*^ erythroblasts, we observed no significant differences in the transcript levels of core PRC2 members such as *Ezh1*, *Ezh2* and *Suz12* or other PRC2 accessory members such as *Jarid2*, *Phf1* and *Phf19* (Fig. 3a). Transcript levels of PRC1 member *Ring 1B* were also unchanged in *Mtf2*^*−/−*^ CD71^+^Ter119^+^ erythroblasts. Surprisingly though, levels of core PRC2 proteins Ezh2, Suz12 and Eed were decreased in *Mtf2*^*−/−*^ sorted e14.5 primary FL cells, including those of hematopoietic origin (CD45^+^) as shown by western blot (Fig. 3b and Supplementary Figure S3a-b). Considering Mtf2 is highly expressed within WT CD71^+^Ter119^+^ erythroblasts (Supplementary Figure S1c) and its expression is synchronous with that of PRC2 core complex members (Supplementary Figure S1d), we next investigated whether restoring the expression of Mtf2 within *Mtf2*^*−/−*^ CD71^+^Ter119^+^ erythroblasts would restore the levels of the PRC2 core complex members. Rescue of Mtf2 expression in *Mtf2*^*−/−*^ FL CD71^+^Ter119^+^ erythroblasts resulted in a concomitant increase in protein levels of core PRC2 complex members and in H3K27me3 levels comparable to those found within the WT CD71^+^Ter119^+^ erythroblasts (Supplementary Figure S3c-g). These data contrast observations of Mtf2 in ESCs, where loss of Mtf2 did not affect PRC2 core members^14^. These data taken together demonstrate that Mtf2 is required for the function of the PRC2 complex in hematopoietic cells, a role more akin to a PRC2 core protein than an accessory protein.

**Fig. 3:**
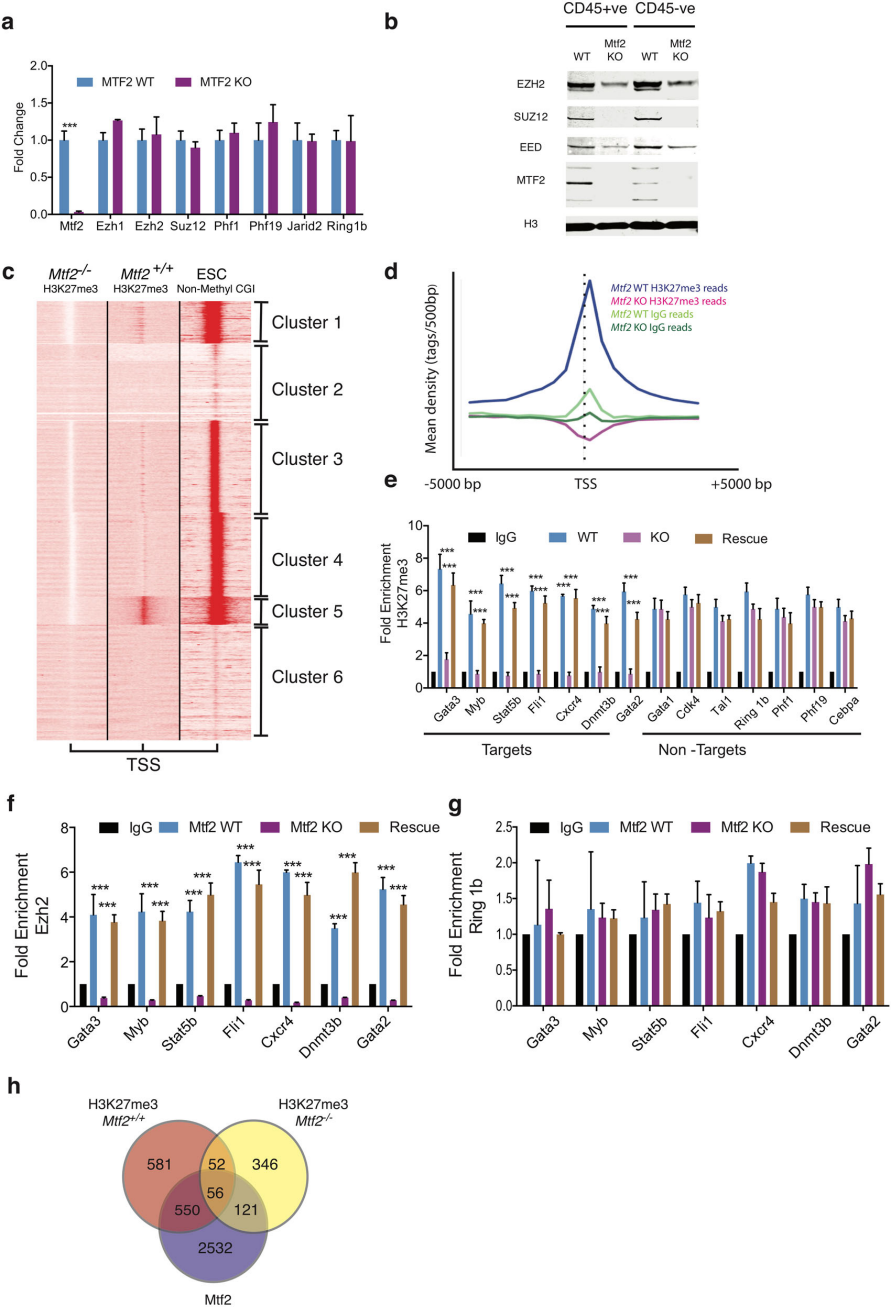
Mtf2 is required for promoter-proximal histone trimethylation of lysine 27 within fetal liver erythroid progenitors. **a** Transcript levels of PRC2 complex members, Suz12, Ezh1/2 and Jarid2, as well as PRC1 component Ring1b are unchanged in *Mtf2*^*−/−*^ CD45^+^ FL cells as determined by RT-qPCR. **b** Core PRC2 proteins Ezh2, Suz12 and Eed are downregulated along with Mtf2 in both CD45^+^ and CD45^-^ FL cells from *Mtf2*^*−/−*^ mice. H3 was used as a protein loading control, and representative images are shown. **c** The *k*-mean clustering identifies patterns of H3K27me3 enrichment in primary CD71^+^ Ter119^+^ erythroblasts. Globally, a loss of enrichment centered around transcriptional start sites (TSS) is observed in CD71^+^ Ter119^+^ cells lacking Mtf2, which correlates with non-methylated CpG islands in ESCs within the same genomic regions. **d** H3K27me3 ChIP-seq density of reads is plotted within 5 kb of the TSS within one cluster of approximately 2400 genes (Cluster 5). In these genes, H3K27me3 binding is specifically reduced immediately around the TSS in Mtf2-null CD71^+^ Ter119^+^ cells. **e** WT and Rescue conditions are compared to KO. Validation of targets and non-targets from H3K27me3 ChIP-seq results performed by ChIP-qPCR. Rescuing Mtf2 expression by overexpressing Mtf2 within Mtf2-deficient CD71^+^ Ter119^+^ cells resulted in increased H3K27me3 binding at positive target loci. **f**,** g** ChIP-qPCR analysis revealed **f** a loss of Ezh2 binding and **g** no changes in Ring 1B binding within TSS regions that showed loss of H3K27me3 marks, when WT and Rescue conditions are compared to KO. **h** Overlap of genes associated with binding sites identified by ChIP-seq. In all, 1131 genes have lost H3K27me3 marks upon loss of Mtf2/PRC2 and 550 of those targets also show Mtf2 binding. See also Supplementary Figures S3-S4. ***P < 0.001

### Mtf2 regulates promoter-proximal H3K27me3 in erythroblasts

To understand the effect of reduced global levels of H3K27me3 at a genomic resolution, we examined the functional consequences of Mtf2 deficiency by chromatin immunoprecipitation sequencing (ChIP-seq). 

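H3K27me3 is the histone mark deposited by PRC2, and ChIP-seq sequences the DNA recovered with an antibody against it. The series design text names H3K4me3 in its opening line, while its later lines, the sample labels and the paper name H3K27me3, and the libraries were taken as H3K27me3. FL cells of e14.5 WT and Mtf2-null embryos were sorted by CD71 and Ter119 into CD71+Ter119 -/lo and CD71+Ter119+ fractions, with 500000 cells per sample. The paper's methods report about 10 ng of ChIP DNA from WT cells and 6 ng from Mtf2-null cells. For each fraction and genotype, 1 H3K27me3 library and 1 IgG control library were analysed here, while the methods state replicates of 2. No spread between replicates can be given, and peaks of 1 list are not replicates. The H3K27me3 libraries held 18945784 unique tags in WT CD71+Ter119 -/lo cells and 37026535 in Mtf2-null CD71+Ter119 -/lo cells. In CD71+Ter119+ cells they held 30054186 unique tags in WT and 67169672 in Mtf2-null. The IgG libraries held 16898992 and 39667267 unique tags in WT and Mtf2-null CD71+Ter119 -/lo cells, and 12345800 and 20646036 in WT and Mtf2-null CD71+Ter119+ cells. The authors aligned the reads with Bowtie to the mouse genome (mm9) and called peaks in each ChIP library against its IgG library with MACS at a p cutoff of 1e-05. Each peak carries a tag count, a fold enrichment, a score of −10 log10 of its p and an FDR, which are the authors' own values and serve here to describe, rank and filter the peaks of each list. They depend on the depth of a library and its control, so a limit set on them does not mean the same in each list. In the peak comparisons, a peak counted as lost when no Mtf2-null peak shared at least 1 base with it. A gene counted as having lost H3K27me3 when its window held a WT peak and no Mtf2-null peak. Loss here means the absence of a called peak, not a measured absence of the mark. Shares are given with 95% Wilson intervals, which cover counting error only. Chance levels come from 1000 circular shifts of the other list along each chromosome. TSS were those of 22271 protein-coding genes in the GENCODE annotation of the same build (NCBIM37).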

We performed H3K27me3 ChIP-seq in FL-derived (e14.5) cells from two distinct stages of erythropoiesis: CD71^+^Ter119^-/lo^ (stages S1 and S2) pro-erythroblasts and CD71^+^Ter119^+^ (stage S3) erythroblasts. We chose these two fractions of cells since they flank the block in erythroid development we observe in Mtf2-deficient mice (Fig. 2a, b).

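In CD71+Ter119+ erythroblasts the WT H3K27me3 list held 4490 peaks covering 5.41 Mb, and the Mtf2-null list held 5791 peaks covering 10.9 Mb. The ratio of these numbers, 1.29, has no replicate check. Keeping peaks with a score of at least 100 lowered it to 0.375, which turned its direction. An FDR limit of 5% raised it to 4.41. The median fold enrichment was 8.20 in the WT list and 5.25 in the Mtf2-null list. Of the WT peaks, 4462 (99.4%, interval 99.1 to 99.6%) had no Mtf2-null peak. The 28 WT peaks that were overlapped made up 0.624% of the list, against 0.634% after shifting the Mtf2-null peaks (one-sided permutation p = 0.575). The WT peaks were concentrated at genes, as 2241 of them (49.9%, interval 48.4 to 51.4%) overlapped the 1 kb on either side of a TSS, against 5.05% after shifting. This excess had a one-sided permutation p = 0.001, the smallest that 1000 shifts can give. Among shifted regions matched to the WT peaks on GC content 37.2% did, and the observed share was 1.34 times that level. In the Mtf2-null list 57 peaks (0.984%) lay there, fewer than the 5.27% after shifting (one-sided permutation p = 0.001, again the smallest possible). All 2241 WT peaks at TSS were lost, which allows a retained share of up to 0.134%, and 98.8% of the 2249 WT peaks elsewhere were lost. As the 28 retained peaks were no more than shifting gives, these shares follow where the Mtf2-null peaks lie and do not measure a difference in loss between TSS and other regions. The highest-scoring lost peak, on chromosome 11 from 82743182 to 82747320 (NCBIM37), lay inside *Unc45b*, with its summit 2.28 kb downstream of the nearest annotated TSS of that gene, and had 517 tags, a score of 3016 and a fold enrichment of 21.2. It was followed by a peak at the proximal promoter of *March9* on chromosome 10, from 126495787 to 126498305, with a score of 1105. The next lay at the proximal promoter of *Clcf1* on chromosome 19, from 4213474 to 4216930, with a score of 1047.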

Using unsupervised *k*-means clustering to characterize groups of genes with distinct binding patterns of H3K27me3 within WT and *Mtf2*^*−/−*^ CD71^+^Ter119^+^ erythroblasts, we observed that Mtf2-null cells display a genome-wide loss of H3K27me3, specifically around the transcriptional start site (TSS; Fig. 3c, Supplementary Figure S4a). This is even more evident by choosing one cluster (Cluster 5) and plotting read density within 5 kb of the TSS (Fig. 3d), clearly demonstrating a specific loss of H3K27me3 at promoter-proximal regions. 

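The position of each peak summit relative to its nearest TSS gives the same contrast by distance. Of the WT CD71+Ter119+ summits, 2000 lay within 1 kb of a TSS and 2841 within 5 kb, while 23 and 273 of the Mtf2-null summits did. The median distance was 1.57 kb in WT and 84.5 kb in Mtf2-null cells. In WT the fullest 500 bp bin, immediately downstream of the TSS, held 1058 summits, and the bin immediately upstream held 561. The Mtf2-null list had 1 and 5 summits in these bins. From the read density around TSS, the paper concludes that H3K27me3 is lost specifically at promoter-proximal regions.

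**Figure D1:**
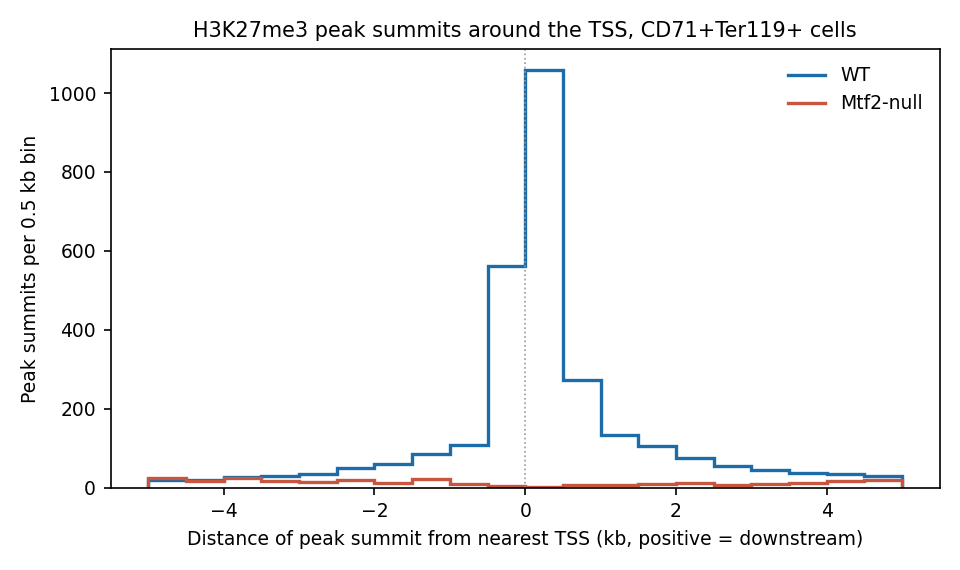
Number of H3K27me3 peak summits per 500 bp bin against the distance to the nearest TSS in kb, for WT and Mtf2-null CD71+Ter119+ erythroblasts (1 library each). WT summits rise to 1058 in the bin downstream of the TSS, where the Mtf2-null list has 1.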

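Counted by gene, with a peak anywhere within 5 kb of a TSS, 2570 of the 22271 protein-coding genes had H3K27me3 in WT CD71+Ter119+ erythroblasts and 365 had it in Mtf2-null CD71+Ter119+ erythroblasts. Of the WT genes, 2538 (98.8%, 95% Wilson interval 98.2 to 99.1%) had no Mtf2-null peak in that window and 32 kept one. With Mtf2-null peaks near only 365 of 22271 genes, almost any set of genes would give a high share. The share therefore follows where the Mtf2-null peaks lie and does not measure how much of the mark was lost. Another 333 genes had a peak only in the Mtf2-null list. A window from 5 kb upstream of the gene to 1 kb past its end moved the lost share most, to 92.3% of 2924 genes. Within 1 kb of the TSS, 2076 of 2078 genes with a WT peak had no Mtf2-null peak. Restricting the lists to peaks with a score of at least 100 left 1233 lost genes. The paper's Supplementary Table S1 was compared by size only, since the copy used here holds 1994 rows with 408 left out, against the paper's 2404 genes.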

Over multiple iterations of clustering, we identified 2404 genes that have strong H3K27me3 binding at the promoter region of WT CD71^+^Ter119^+^ erythroblasts, which is virtually eliminated in CD71^+^Ter119^+^ erythroblasts lacking Mtf2 (Supplementary Table S1). Several targets and non-target regions were independently validated via ChIP-quantitative polymerase chain reaction (qPCR) (Fig. 3e). To investigate the state of other polycomb complexes at these sites, we performed Ezh2 and Ring 1B ChIP on WT and Mtf2 knockout (KO) FL CD71^+^Ter119^+^ erythroblasts. While we observed loss of Ezh2 binding (Fig. 3f) within TSS regions that showed loss of H3K27me3 marks, no changes were observed in Ring 1B binding in *Mtf2*^*−/−*^ CD71^+^Ter119^+^ cells at target region of H3K27me3 loss (Fig. 3g).

Mtf2 has recently been shown to recruit the PRC2 to non-methyl CpG islands (CGIs) located at the promoter-proximal regions^32^. 

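The base composition of the peaks was read from the reference genome in 1 kb around each summit, and a region was called CpG island-like at a GC content of at least 50% and an observed over expected CpG ratio of at least 0.6. The Bio-CAP data, which capture non-methylated CpG islands in mES cells, were not used here. The 2241 WT CD71+Ter119+ peaks at TSS that were lost in Mtf2-null cells had a median GC content of 65.9% and a median CpG ratio of 0.773. Of these, 1755 (78.3%, 95% Wilson interval 76.6 to 80.0%) were CpG island-like, compared with 39.2% of all protein-coding TSS. Among WT CD71+Ter119+ peaks away from TSS the share was 16.9%, and among shifted WT peaks it was 0.793%. No peak of the 5791 in the Mtf2-null CD71+Ter119+ list was CpG island-like, which allows a share of up to 0.0518%, and their median GC content was 38.6%. Of the 1324 WT CD71+Ter119+ peaks that scored at least 100, 1320 had a GC content over the whole peak above 41.2%, the upper quartile of the Mtf2-null CD71+Ter119+ peaks.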

To test whether the TSS regions with depleted H3K27me3 signal were associated with promoters having CGIs, we compared our data with Bio-CAP data from mES cells (GSM1064680) and observed 98.5% overlap (*p* < 2.2e^−16^) (Fig. 3c). Furthermore, this group of 2404 genes that show loss of H3K27me3 signal at the promoter region is highly enriched for master regulators of many key biological processes including members of the *Hox*, *Wnt*, *Gata* and *Lhx* families.

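The 4 families were counted by symbol among the protein-coding genes, taking a WT CD71+Ter119+ H3K27me3 peak within 5 kb of a TSS. Of 39 *Hox* genes, 30 had such a peak, compared with 11.4% of the other genes (two-sided Fisher exact p = 4.67e-21, 1.87e-20 after Benjamini-Hochberg adjustment over the 4 families). Of 19 *Wnt* genes, 12 had a peak (exact p = 1.25e-07, adjusted 1.67e-07), and *Wnt2*, *Wnt5a*, *Wnt7a*, *Wnt8a*, *Wnt8b*, *Wnt11* and *Wnt16* had none. In the *Gata* family 5 of 6 had a peak, all but *Gata1* (exact p = 0.000111, adjusted 0.000111). All 8 *Lhx* genes had a peak (exact p = 3.11e-08, adjusted 6.23e-08). None of these 55 genes had a Mtf2-null CD71+Ter119+ peak in the same window. Only 365 of all 22271 genes had one, so this absence does not measure a loss of the mark. A score of at least 100 lowered the count from 55 to 19, and an FDR of at most 5% lowered it most, to 18. In WT CD71+Ter119 -/lo pro-erythroblasts 13 of the 72 family genes had an H3K27me3 peak. Genes of a cluster lie next to each other, so they are not independent observations.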

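Mtf2 was profiled in WT cells of both fractions, with 1 Mtf2 ChIP library per fraction and the IgG library that also served H3K27me3 in that fraction. In CD71+Ter119 -/lo pro-erythroblasts 29009650 of 83941685 tags were unique (34.6%), and in CD71+Ter119+ erythroblasts 15669899 of 39481374 (39.7%). The authors called 28918 Mtf2 peaks covering 55.8 Mb in the pro-erythroblasts and 5309 peaks covering 5.84 Mb in the erythroblasts, with the settings used for H3K27me3. The peaks held 8.78% of the unique tags in the pro-erythroblasts and 1.09% in the erythroblasts. All pro-erythroblast peaks had an FDR of at most 0.31%, and none of the erythroblast peaks had one under 6.94%. Of the erythroblast peaks, 3168 (59.7%, 95% Wilson interval 58.3 to 61.0%) overlapped a pro-erythroblast peak, against 3.31% after shifting (one-sided permutation p = 0.001, the smallest possible; adjusted 0.0015 over the 30 ordered pairs of lists). With a score of at least 100, the alternative that moved it most, this overlap was 83.3%. In pro-erythroblasts 2939 of the WT H3K27me3 peaks (58.9%, interval 57.5 to 60.2%) were overlapped by a Mtf2 peak, against 3.05% after shifting (permutation p = 0.001). In erythroblasts 60 were (1.34%, interval 1.04 to 1.72%), against 0.434% (permutation p = 0.001). Both pairs share an IgG library. With the Mtf2 peaks of the other fraction, called against another IgG library, the pro-erythroblast H3K27me3 peaks were overlapped at 13.2%, against 0.413% after shifting, while the erythroblast H3K27me3 peaks were overlapped at 1.89%, below the 3.13% after shifting (one-sided permutation p = 0.001).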

Since Mtf2 recruits PRC2 to chromatin, we examined Mtf2–chromatin interactions by performing Mtf2 ChIP-seq in our two erythroid subgroups. 

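In CD71+Ter119 -/lo pro-erythroblasts the WT H3K27me3 list held 4992 peaks covering 4.73 Mb and the Mtf2-null list held 1407 peaks covering 1.20 Mb, a ratio of 0.282 in number. In the Mtf2-null list every peak had an FDR of 100%. The WT list was weak by this measure too, with a median FDR of 11.2% and 1 peak at 5% or less. Of the WT peaks, 4977 (99.7%, 95% Wilson interval 99.5 to 99.8%) had no Mtf2-null peak. Among these lost peaks 59.1% were overlapped by a Mtf2 peak, and none of the 15 retained peaks was, which allows a share of up to 20%. The retained peaks made up 0.300% of the list, against 0.0964% after shifting, and the Mtf2-null peaks themselves were overlapped by Mtf2 peaks at 1.63%, below the 2.98% after shifting, so the contrast partly follows where the Mtf2-null peaks lie. With a peak within 5 kb of a TSS, 733 genes had H3K27me3 in WT pro-erythroblasts, 284 in Mtf2-null pro-erythroblasts, and 1884 had Mtf2. Of the 733 genes, 694 (94.7%, interval 92.8 to 96.1%) had no Mtf2-null peak. Mtf2-null peaks lay near few genes of any kind, so a high share was largely set in advance. Mtf2 peaks were found at 174 of these 694 genes (25.1%, interval 22.0 to 28.4%), compared with 7.93% of all other genes (odds ratio 3.89, two-sided Fisher exact p = 1.13e-40). In percentage points, the share of lost genes with Mtf2 moved most with the score limit of 100, to 66.7% of 27 genes, and a TSS window of 1 kb lowered it to 9.15%. Taking the gene from 5 kb upstream to 1 kb past its end, 1279 of 1412 genes (90.6%) lost H3K27me3, and 707 of those (55.3%) had a Mtf2 peak. The highest-scoring lost peak, on chromosome 17 from 29238121 to 29246197 (NCBIM37), was intergenic with its summit 6.13 kb from the TSS of *Cdkn1a*, and had 480 tags and a score of 330. From the genes counted in Fig. 3h, the paper states that most genes with H3K27me3 had reduced H3K27me3 and that many of these were bound by Mtf2.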

Over 90% of genes harboring H3K27me3 marks in WT cells had reduced H3K27me3 in *Mtf2*^*−/−*^ CD71^+^Ter119^-/lo^ pro-erythroblasts and nearly half (48.9%) of these genes were bound by Mtf2 at this stage of development (Fig. 3h). Interestingly, genes associated with Mtf2 binding peaks in CD71^+^Ter119^-/lo^ pro-erythroblasts or CD71^+^Ter119^+^ erythroblasts show very little overlap with Mtf2 or other PRC2 binding profiles in ESCs^6,14,33^ (Supplementary Figure S4b-e), demonstrating cell type-specific interactions of Mtf2 with chromatin. 

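Each Mtf2 summit in CD71+Ter119+ erythroblasts was placed in the first category that applied, in the order proximal promoter (within 1 kb of a TSS), distal promoter (1 to 5 kb upstream), exon, intron and intergenic. Chance levels came from 200 circular shifts, whose smallest possible permutation p is 0.005. Of the 5309 summits, 33 (0.622%, 95% Wilson interval 0.443 to 0.872%) lay in proximal promoters, compared with 2.98% after shifting (one-sided permutation p = 0.005). Distal promoters held 173 summits (3.26%, against 4.81% after shifting) and exons 11 (0.207%, against 1.94%). Introns held 1237 summits (23.3%, against 31.3%) and intergenic regions 3855 (72.6%, against 59.0%). Exons, introns and intergenic regions together held 96.1% of the summits, against 92.2% after shifting. The paper's 72.6% is for these regions together, so the equal value here for intergenic regions alone is not a match. A window of 2 kb on either side of the TSS moved the proximal share most, to 1.75%. In CD71+Ter119 -/lo pro-erythroblasts 256 of the 28918 Mtf2 summits (0.885%) were in proximal promoters and 73.9% were intergenic. For comparison, 44.5% of the WT CD71+Ter119+ H3K27me3 summits were in proximal promoters by the same steps.

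**Figure D2:**
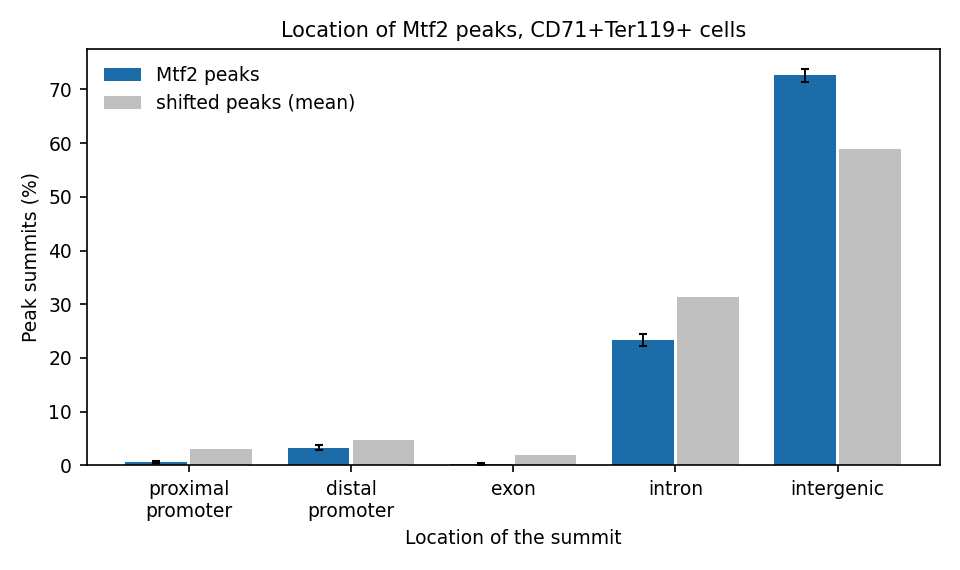
Percent of the 5309 Mtf2 peak summits of WT CD71+Ter119+ erythroblasts in each location category (blue bars, 1 library, error bars 95% Wilson intervals) and the mean percent after circular shifts (grey bars). Proximal promoters hold 0.622% of the summits and intergenic regions alone 72.6%. Exons, introns and intergenic regions together hold 96.1%.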

Further dissection of the Mtf2 ChIP-seq data from the CD71^+^Ter119^+^ erythroblasts revealed that only 22.4% of the Mtf2 peaks were bound to the promoter-proximal regions, while 72.6% of the peaks were found on the gene body (exon and intron) or intergenic regions (Supplementary Table S2). These results are consistent with recent findings that demonstrate Mtf2 has high affinity towards chromatin layered with H3K36me3 marks^32^. Furthermore, the distribution of the Mtf2 peaks were also found to be consistent with that of Ezh2 and Ezh1 as reported previously within primary erythroid cells^34^. Recognizing that ChIP-seq only provides a snapshot of transcription factor binding, genes that lost H3K27me3 in Mtf2-null cells were classified as “Mtf2-PRC2 targets”, although not necessarily direct Mtf2 targets, and the data were used as a first step in mapping the molecular mechanisms underlying the erythroid defects observed in Mtf2-null mice.

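In CD71+Ter119+ erythroblasts, where 2538 genes fell into this class, 28 of them (1.10%, 95% Wilson interval 0.764 to 1.59%) had a Mtf2 peak within 5 kb of a TSS, compared with 1.56% of the other genes (odds ratio 0.704, two-sided Fisher exact p = 0.0830). Over the whole gene, from 5 kb upstream to 1 kb past its end, the direction turned, with Mtf2 peaks at 5.93% of the lost genes and 4.99% of the others (Fisher exact p = 0.0402). Of the lost WT peaks themselves, 58 of 4462 were overlapped by a Mtf2 peak, and 2 of the 28 retained peaks were, a group no larger than chance overlap gives. Among 7 genes that the paper lists as ChIP-qPCR targets, *Gata2*, *Gata3*, *Fli1* and *Cxcr4* had WT CD71+Ter119+ H3K27me3 peaks near a TSS and no Mtf2-null peak there. The *Gata2* peak on chromosome 6 from 88146413 to 88149063 (NCBIM37) had 114 tags and a fold enrichment of 8.99. The *Fli1* peak, on chromosome 9 from 32347488 to 32349238, covered the TSS with 76 tags and a fold enrichment of 5.71. The *Gata3* peak nearest a TSS, on chromosome 2 from 9808511 to 9809210, and the *Cxcr4* peak, on chromosome 1 from 130487388 to 130488253, had fold enrichments of 5.61 and 7.86. *Myb*, *Stat5b* and *Dnmt3b* had no WT peak in the window. Among 7 non-targets, *Cebpa* had a WT peak at its TSS, on chromosome 7 from 35904116 to 35905905, with a fold enrichment of 10.1, and *Cdk4* had 2 upstream of its TSS, of which the stronger lay nearest to the TSS of *March9*. No Mtf2 peak of either fraction lay within 5 kb of a TSS of these 14 genes.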

### Mtf2 regulates Wnt-dependent erythroid maturation

To investigate the role of Mtf2 in the transcriptional regulation of erythropoiesis, we used RNA-seq profiling of FL erythroid progenitors from the same stages outlined for our ChIP-seq studies. Differential gene expression analysis revealed that 751 genes were significantly misregulated (*p* < 0.05) in *Mtf2*^*−/−*^ pro-erythroblasts, while 2999 genes were misregulated (*p* < 0.05) in *Mtf2*^*−/−*^ CD71^+^Ter119^+^ erythroblasts compared to WT. Within the sets of differentially expressed genes, 92.9 and 98% of them were upregulated in the *Mtf2*^*−/−*^ pro-erythroblasts and erythroblasts, respectively. These results are consistent with the role of Mtf2 as a transcriptional repressor.

To model the effects of Mtf2 on erythroblast maturation, RNA-seq, Mtf2 ChIP-seq and H3K27me3 ChIP-seq data from CD71^+^ Ter119^+^ cells were integrated to draft an erythroid-specific gene regulatory network (GRN). Considering the majority (72.6%) of the Mtf2 ChIP-seq peaks were found within the gene body and intergenic regions (Supplementary Table S2), we decided to focus on the Mtf2 peaks bound to the promoter-proximal regions (22.4%) of genes that showed loss of H3K27me3 levels at the TSS and increased mRNA levels within the *Mtf2*^*−/−*^ CD71^+^Ter119^+^ erythroblasts. These peaks were found to be enriched within regions with non-methyl CGIs^32^ (Supplementary Figure S4f) present at the TSS. This erythroid-specific network consisted of 461 genes controlled by Mtf2-PRC2 (Supplementary Table S3, Supplementary Figure S4f). 

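Of the CD71+Ter119+ Mtf2 peaks, 57 overlapped the 1 kb on either side of a TSS. They were not restricted to genes with loss of H3K27me3 and increased mRNA, since RNA-seq was not used here. Read from the reference genome in 1 kb around the summit, these 57 had a median GC content of 44.6% and a median observed over expected CpG ratio of 0.208. None met the CpG island-like limits, which allows a share of up to 5.26%. Over all CD71+Ter119+ Mtf2 peaks 24 (0.452%, 95% Wilson interval 0.304 to 0.672%) met them, compared with 0.552% of the shifted peaks. Methylation was not measured in these data.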

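Of the 461 genes listed in Supplementary Table S3, 458 matched a protein-coding gene by symbol, and *Cebpd*, *Gfi1* and *H1f0* did not. A WT CD71+Ter119+ H3K27me3 peak lay within 5 kb of a TSS at 349 of the matched genes, and 346 (75.5%, 95% Wilson interval 71.4 to 79.3%) had no Mtf2-null peak there. Among all other genes this share was 10.0% (odds ratio 27.7, two-sided Fisher exact p = 1.80e-232). The study chose the network from these libraries, so the contrast is not independent evidence. An FDR of at most 5% moved the number most, to 200 genes. A CD71+Ter119+ Mtf2 peak lay within 5 kb of a TSS at 4 of the matched genes (0.873%), compared with 1.52% of the others (Fisher exact p = 0.333). These were *Cdkn1a*, *Gldc*, *H1fx* and *Pde3b*, named after their values were seen, and *Gldc* and *H1fx* also lost H3K27me3. Over the whole gene, from 5 kb upstream to 1 kb past its end, 21 genes had a CD71+Ter119+ Mtf2 peak (4.59%, compared with 5.12% of the others, Fisher exact p = 0.747), and 17 of them also lost H3K27me3. Of the 15 genes drawn in the Wnt module of Fig. 4a, 13 had a WT CD71+Ter119+ peak near a TSS, all but *Lrp5* and *Notch1*. None had a Mtf2-null CD71+Ter119+ peak there, which few genes of any kind had. The WT peaks of *Zbed3*, *Cdh1*, *Nfkb1*, *Lrrk1*, *Lmx1a*, *Fzd6* and *Csnk1e* had an FDR above 5%, up to 30.2% at *Zbed3*. Those of *Foxo1*, *Sox4*, *Dab2ip*, *Zfp703*, *Cdh2* and *Sulf2* included 1 under 5%. The module's highest-scoring peak at a TSS was at *Zfp703*, on chromosome 8 from 28088310 to 28090841 (NCBIM37), with a score of 302 and a fold enrichment of 12.3. *Foxo1*, on chromosome 3 from 52072286 to 52074446, had a fold enrichment of 11.7. No Mtf2 peak of either fraction lay within 5 kb of a TSS of the module's genes. Farther away, *Lmx1a* carried Mtf2 peaks of both fractions 134859 bp or more downstream of its TSS. *Foxo1*, *Sulf2* and *Cdh2* carried CD71+Ter119 -/lo Mtf2 peaks inside the gene, 14511, 26136 and 78831 bp from the nearest TSS. From the integration of these lists with RNA-seq, the paper states that Mtf2-PRC2 controls the network.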

Gene ontology enrichment analysis revealed this network consists of genes with roles in transcriptional regulation, hematopoietic development, migration, cell cycle and Wnt signaling (Fig. 4a, b).

**Fig. 4:**
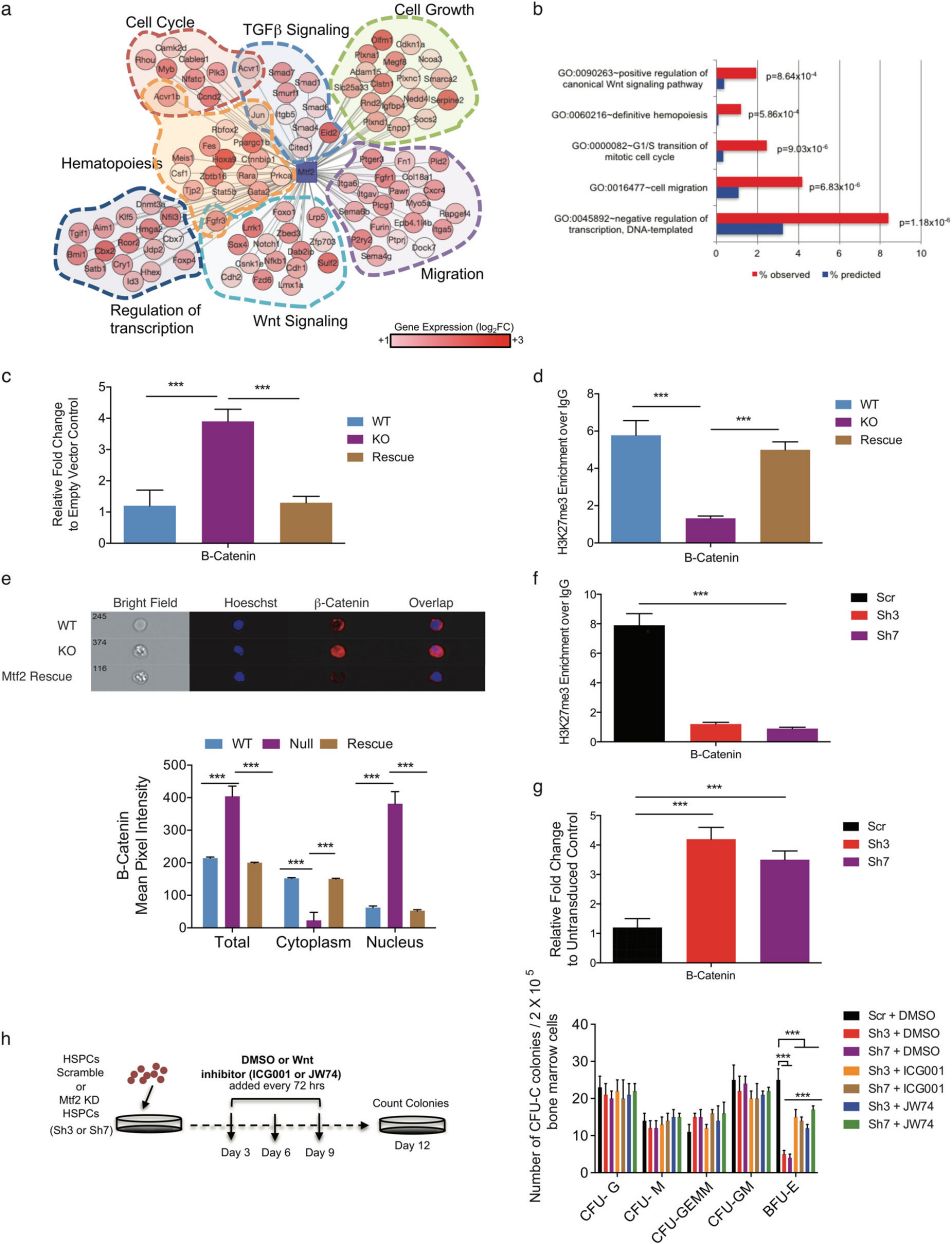
Mtf2 regulates Wnt-dependent erythroid maturation. **a**,** b** An erythroid-specific GRN was drafted using RNA-seq data from WT and Mtf2-null mouse CD71^+^ Ter119^+^ erythroblasts and integrating genes that have lost H3K27me3 upon loss of Mtf2. Node color represents change in gene expression. **b** GO analysis revealed regulatory pathways involved in canonical Wnt signaling, hematopoiesis, cell cycle and transcription are misregulated upon loss of Mtf2. **c**,** d** RT-qPCR and ChIP-qPCR analysis in WT and KO FL HSPCs revealed that **c** β-catenin is overexpressed in *Mtf2*^*−/−*^ FL HSPCs and **d** there is loss of H3K27me3 levels within the promoter region of β-catenin in *Mtf2*^*−/−*^ FL HSPCs. Rescue of Mtf2 levels within *Mtf2*^*−/−*^ FL HSPCs repressed β-catenin mRNA expression, rescued H3K27me3 levels and **e** reduced nuclear localization of β-catenin (detected by imaging flow cytometry, where a mask is created within the nucleus and the mean pixel intensity of β-catenin within the nucleus is compared to that within the entire cell (nucleus+cytoplasm). Knockdown of Mtf2 using two independent shRNAs (Sh3 and Sh7) within adult BM HSPCs led to **f** loss of H3K27me3 levels within the promoter region of β-catenin and **g** increased mRNA expression of β-catenin. **h** Experimental schematic of CFU-C assay, where scramble transduced HSPCs and Mtf2-deficient HSPCs (transduced with two independent shRNAs against Mtf2) were treated with DMSO or Wnt inhibitors (either ICG001 or JW74), respectively, and where all individual treatments of Sh3 and Sh7 KD cells are compared to all individual treatments of Scr transduced cells. Wnt inhibition via ICG001 or JW74 small-molecule treatment in Mtf2-deficient HSPCs gave rise to significantly more BFU-E colonies. ***P < 0.001, *n* = 3. See also Supplementary Figures S5 and S6

To test the GRN-based prediction that Wnt signaling is dysregulated in *Mtf2*^*−/−*^ FL hematopoietic stem and progenitor cells (HSPCs), we performed reverse transcription (RT)-qPCR of β-catenin in WT and Mtf2 KO FL HSPCs and observed that β-catenin expression was indeed de-repressed in *Mtf2*^*−/−*^ FL HSPCs relative to WT cells. Moreover, ChIP-qPCR demonstrated decreased H3K27me3 at the β-catenin promoter in *Mtf2*^*−/−*^ HSPCs. Rescue of Mtf2 expression in *Mtf2*^*−/−*^ FL HSPCs restored H3K27me3 at the β-catenin promoter and β-catenin gene repression (Fig. 4c, d). Also consistent with our GRN analysis, which predicted increased Wnt signaling, *Mtf2*^*−/−*^ HSPCs showed increased nuclear localization and decreased cytoplasmic localization of the β-catenin protein as observed by imaging flow cytometry and cytoplasmic β-catenin was restored in Mtf2-rescued cells (Fig. 4e).

To determine the role of Wnt signaling on differentiation potential of adult BM progenitor cells deficient in Mtf2, we used two independent Mtf2 small hairpin RNAs (shRNAs) to knock down *Mtf2* in adult mouse BM HSPCs. As observed in the *Mtf2*^*−/−*^ FL HSPCs, Mtf2 KD BM HSPCs showed increased nuclear localization of β-catenin (Supplementary Figure S5a). Furthermore, knockdown of Mtf2 within adult BM-derived HSPCs also resulted in loss of H3K27me3 mark at the promoter region of β-catenin and increase in its mRNA levels (Fig. 4f, g). These results taken together demonstrate that Mtf2-PRC2 epigenetically represses β-catenin expression within both adult and FL HSPCs.

We then performed functional colony-forming assays in the presence of two different small-molecule inhibitors of activated β-catenin. Both drugs rescued the activated β-catenin levels within the Mtf2-deficient HSPCs and had little effect on the low activated β-catenin levels found within the WT cells (Supplementary Figure S5b-c). The colony-forming assays revealed that Mtf2 knockdown (KD) BM HSPCs form significantly fewer BFU-E colonies than their scramble control counterparts (Fig. 4h). Interestingly, blocking Wnt signaling in Mtf2 KD HSPCs with either inhibitor specific to the canonical Wnt signaling pathway (ICG001 or JW74) resulted in significantly more BFU-E colonies (Fig. 4h). Although the numbers of BFU-E colonies arising from inhibitor-treated Mtf2 KD HSPCs was still lower than that observed from control cells, the rescue of erythroid differentiation to the BFU-E stage was robust and observed using multiple inhibitors and shRNA clone combinations.

To further demonstrate the impact of Wnt signaling on erythroid maturation, we used an ex vivo erythroid maturation assay^35,36^ in which both FL- and adult BM-derived CD71^+^Ter119^-/lo^ pre-erythroblasts are exposed to differentiation signals, including Epo, and allowed to mature to CD71^+^Ter119^+^ erythroblasts over 2 days (Fig. 5a, Supplementary Figure S6a). Mtf2 KD BM and Mtf2 KO FL pro-erythroblasts are both deficient in their differentiation capacity, as only one third as many cells differentiated to CD71^+^Ter119^+^ erythroblasts, compared with scramble or WT controls (Fig. 5b–d). However, inhibiting Wnt signaling via ICG001 or JW74 treatment during ex vivo differentiation rescued the Mtf2-deficient erythroid phenotype, as demonstrated by the significant increase in CD71^+^Ter119^+^ arising from Mtf2 KD or KO CD71^+^Ter119^-^ pro-erythroblasts following Wnt inhibition (Fig. 5b–d). These data taken together suggest that Mtf2-PRC2 functions in a feed-forward circuit to repress Wnt signaling and allow erythroid differentiation.

**Fig. 5:**
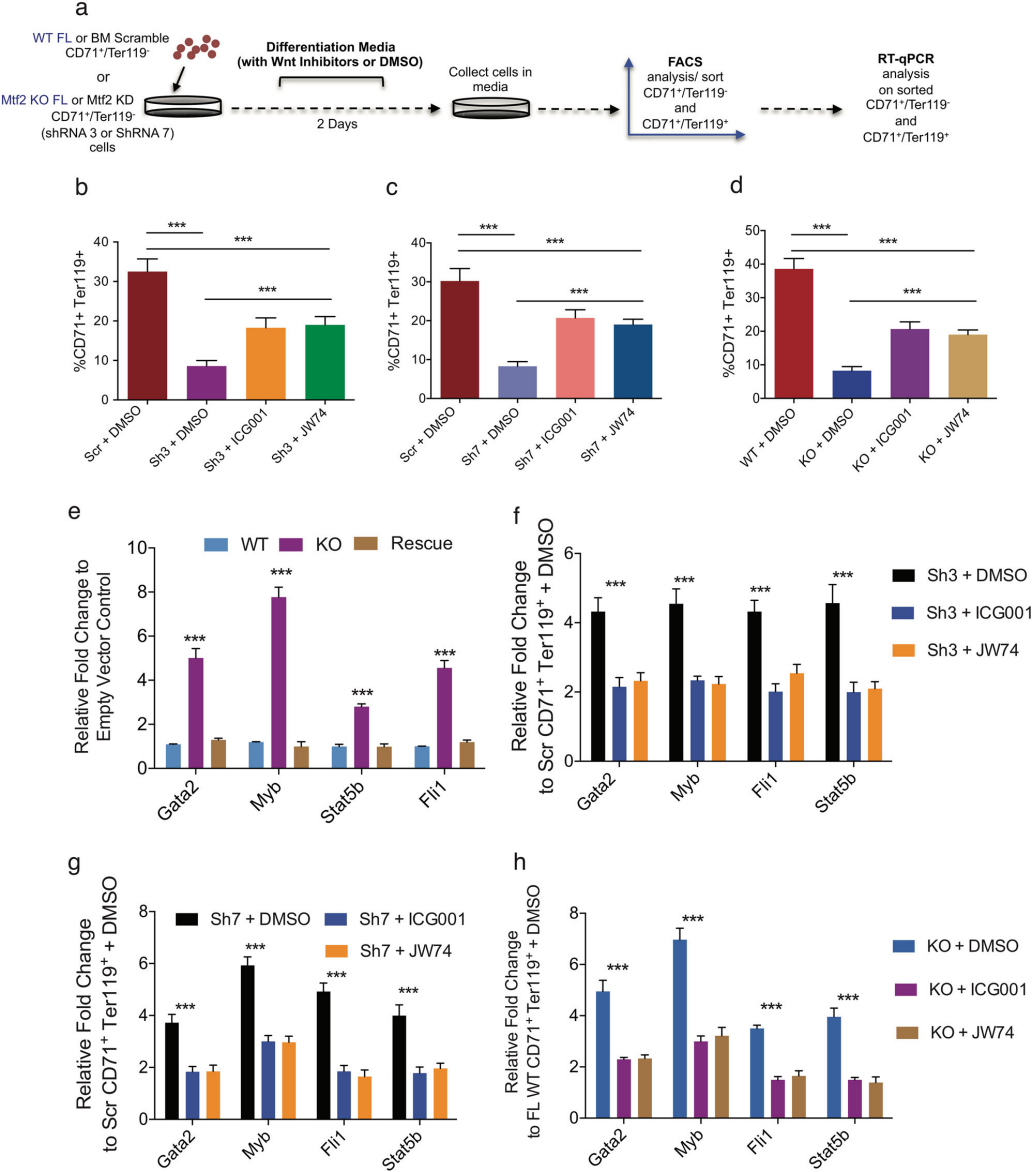
Mtf2-dependent epigenetic regulation of Wnt signaling also affects negative regulators of erythropoiesis. **a** Experimental schematic of ex vivo erythroid differentiation assay using FACS sorted Mtf2-deficient or WT/scramble transduced CD71^+^Ter119^-^ cells. **b**–**d** FACS sorted Mtf2-deficient pro-erythroblasts (CD71^+^Ter119^-^ cells), treated with Wnt inhibitors (ICG001 or JW74) for 2 days in erythroid differentiation culture media, show an increased capacity to differentiate into CD71^+^Ter119^+^ cells. **e**–**h** Mtf2 knockout (**e**,** h**) or knockdown (**f**,** g**) CD71^+^Ter119^+^ cells treated with Wnt inhibitors show inhibition of de-repressed erythroid genes, including *Gata2*, *Myb*, *Fli1* and *Stat5b*. In (**e**), WT and rescue conditions are compared to KO. In (**f**), Sh3 KD cells treated with DMSO are compared to Sh3 KD cells treated with ICG001 and Sh3 KD cells treated with JW74. In (**g**), Sh7 KD cells treated with DMSO are compared to Sh7 KD cells treated with ICG001 and Sh7 KD cells treated with JW74, and in (**h**), KO cells treated with DMSO are compared to KO cells treated with Wnt inhibitors (ICG001 or JW74). ***P < 0.001, *n* = 3

### Mtf2-dependent Wnt regulation affects genes critical for erythroid development

The Mtf2 GRN drafted within FL erythroblasts identified an erythroid-specific module consisting of negative regulators of erythropoiesis, *Gata2, Myb, Stat5b and Fli1*, that are overexpressed within the Mtf2 KO CD71^+^ Ter119^+^ erythroblasts and inhibited upon rescued Mtf2 expression (Fig. 5e). Considering overexpression of these genes has been previously demonstrated to trigger an erythroid differentiation block, Wnt inhibitor-treated adult Mtf2 KD and FL Mtf2 KO CD71^+^Ter119^+^ erythroblasts were analyzed for changes in expression of these critical genes. Interestingly, all the genes within this erythroid-specific module were significantly downregulated upon Wnt inhibition, albeit they still expressed higher than the levels found within WT erythroblasts (Fig. 5f–h). Therefore, using an unbiased systems biology approach, we have identified novel targets of Wnt signaling pathway and a mechanism whereby Mtf2 maintains erythroid differentiation and maturation by repressing the canonical Wnt signaling pathway (Fig. 6) in both adult BM and FL hematopoietic systems.

**Fig. 6:**
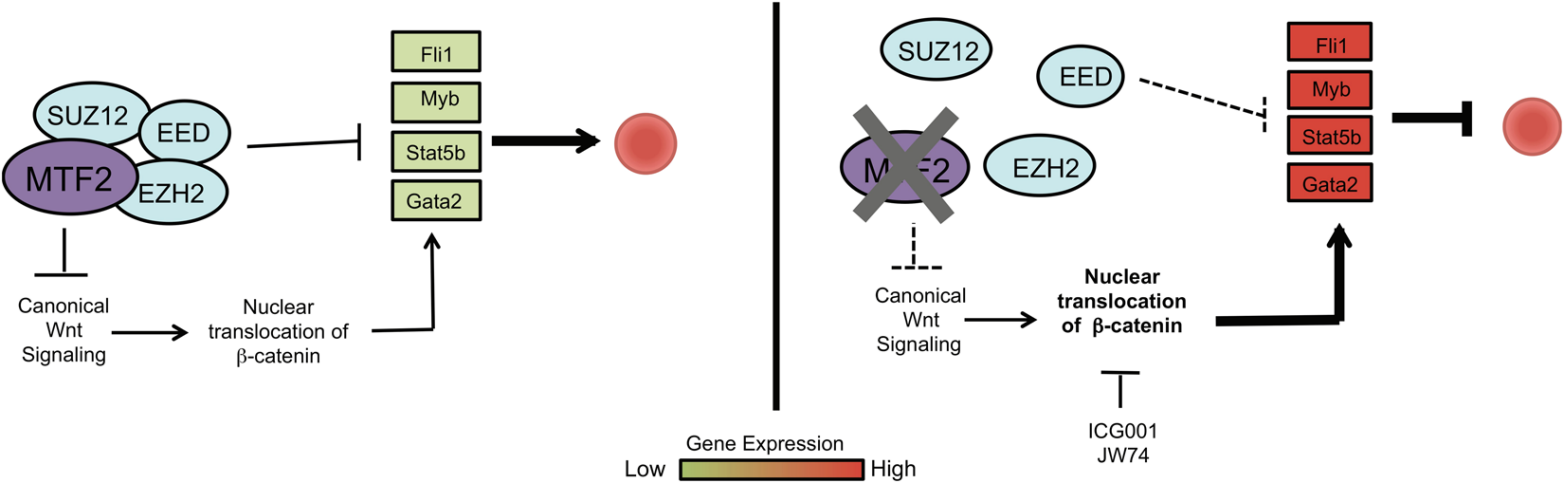
Mechanistic overview of erythroid maintenance via Mtf2 repression of Wnt signaling. In a wild-type erythroblast (left), Mtf2-PRC2 repression of important negative regulators of erythropoiesis and repression of canonical Wnt signaling results in proper erythroid maturation. In the absence of Mtf2 (right), de-repression of erythroid regulators and Wnt signaling results in a block in erythroid differentiation, which can be largely rescued by chemical inhibition of β-catenin

## Discussion

Using a systems approach, we uncovered a unique and fundamental role for Mtf2 in erythrocyte differentiation, which occurs in part through PRC2-mediated epigenetic repression of canonical Wnt signaling. The cell-intrinsic role of Mtf2 in hematopoiesis and its regulation of core PRC2 complex members re-defines its traditional role as a polycomb accessory protein to an essential core-like PRC2 protein within the hematopoietic system. This novel discovery is in contrast to its role in ESCs^14,15^ and to the role of other PRC2 accessory proteins within the hematopoietic system, such as Jarid2^13,29^. Our findings are also consistent with previously published PRC2 complex purification and proteomics analysis that revealed that Mtf2 within erythroid cells is present at stoichiometric levels within the PRC2 complex^34^. Moreover, at the morphological level, the block in erythroid differentiation and reduced cellularity observed within Mtf2 KO embryos phenocopies that observed within KO embryos of other PRC2 core members^10,11^, further demonstrating that Mtf2 within the hematopoietic system acts as a core complex member. Furthermore, our findings are consistent with PRC1 studies that have shown that both accessory and core proteins play a pivotal role in defining cell type-specific functions in a tissue-specific manner^37–40^.

To elucidate the molecular mechanisms underlying defective erythroid differentiation in Mtf2-deficient mice, we drafted Mtf2 GRNs in erythroblasts and tested the epistatic relationships between Mtf2 and the canonical Wnt signaling pathway. Precise regulation of the canonical Wnt/β-catenin pathway is essential for the development and function of HSCs and defects in the signaling pathway are associated with hematological malignancies^41–43^. Not surprisingly, multiple epigenetic modulators can regulate expression of Wnt pathway constituents^44^. Here, we demonstrate the novel observation that the Mtf2-PRC2 complex transcriptionally represses the expression of β-catenin within both FL and adult mouse HSPCs. Our analysis highlights a specific role for Mtf2-PRC2 in regulating canonical Wnt signaling during erythropoiesis. Inhibition of activated β-catenin by small molecules decreases canonical Wnt signaling which extensively rescued the erythroid maturation defect seen in Mtf2-deficient HSPCs and pro-erythroblasts, as demonstrated by both colony forming and ex vivo maturation assays, respectively. Furthermore, attenuating Wnt signaling via β-catenin inhibition reduced the expression of the negative erythroid regulators, which were de-repressed upon loss of Mtf2. Thus, we have elucidated for the first time a role for PRC2-mediated epigenetic regulation of canonical Wnt signaling in erythroblasts and its downstream effect on genes critical for cell fate decisions.

Tightly regulated epigenetic control of gene expression is critical to coordinate multiple signaling pathways during development. Here, using an unbiased systems biology approach we report a unique role for a PRC2 accessory protein. In a tissue-specific manner, Mtf2 functions similarly to a core PRC2 protein to epigenetically regulate canonical Wnt/β-catenin signaling pathways. Collectively, our data illustrate how Mtf2 functions as an essential PRC2 component in the hematopoietic system, regulating core PRC2 components and modulating PRC2-mediated promoter-proximal H3K27me3 methylation and repression of gene networks that are essential for hematopoietic development and function.

## Materials and methods

### Generation of mice and embryonic analysis

Gene-targeted mouse C57Bl/6 ESCs were obtained through EUCOMM and were aggregated with CD1 blastocysts to form chimeras (https://www.eummcr.org/products/es-cells#targeting). Germline transmission was confirmed using PCR-based genotyping (primers listed in Supplementary Table S4) and all future breeding was done on the C57Bl6/J strain to maintain this background. Peripheral blood analysis on embryos was completed as previously described^45^. Blood smears were stained with Wright-Giemsa. For Mtf2 expression in developing tissues, WT and Mtf2-null mice at various embryonic stages of development were fixed in 4% paraformaldehyde (PFA) and paraffin embedded. Immunofluorescence was performed on 4 µm sections of paraffin-embedded embryos via overnight incubation with antibody against Mtf2 (also known as M96, Genway). Confocal microscopy was performed using a Zeiss Inverted LSM510 microscope. For CFU analysis on FL cells, 2 × 10^5^ cells were isolated and plated in methylcellulose media containing growth factors (Stem Cell Technologies), and colonies were enumerated after 12 days of growth.

### Flow cytometry

For flow cytometric analyses, samples were first subjected to red blood cell lysis and stained with antibodies directed against lineage markers. Mouse peripheral blood, FL or BM was stained with antibodies (from eBiosciences) directed against CD4 (Clone GK1.5), CD8 (53–6.7), CD11b (M1/70), CD71 (R17217), Ter119 (TER119), B220 (RA3-6B2) and Gr1 (RB6-8C5) for lineage analysis. To distinguish donor-derived cells during transplantation, samples were also stained with anti-CD45.2 (104). For mouse stem and progenitor cell analysis, mouse BM and FL cells were first incubated with rat antibodies against CD3 (17A2), CD4, CD5 (53–7.3), CD8, CD11b, Ter119 and B220 and then depleted using Sheep Anti-Rat Dynabeads (LifeTech) (CD11b was excluded in FL analysis). Lineage-depleted samples were then stained with antibodies (from eBiosciences) against cKit (2B8), Sca1 (D7), CD34 (RAM34), CD16/CD32 (93), CD127 (A7R34), CD48 (HM48-1) and CD150 (mShad150). For cell cycle analysis, pregnant dams (e14.5) were injected with 5-bromo-2'-deoxyuridine (BrdU, 1 mg, intraperitoneally) and embryos were harvested 2 h later. Cells were fixed in ice-cold ethanol, treated with 1.5 M HCl for 30 min and then stained with an antibody against BrdU (Millipore) and a fluorescence-conjugated secondary antibody. Cells were stained with propidium iodide (Sigma) to assess cell cycle state. For erythroblast morphology analysis, cells were stained with antibodies against Ter119 and CD71 as above, and with Hoechst (LifeTech) and Thiazole Orange (Sigma) for nucleic acid detection. Cells were analyzed using the ImageStream imaging flow cytometer (Amnis) and classified based on the parameters outlined in ref.^46^. Size measurements were based on area of brightfield images and cells with centrally located nuclei were determined based on delta XY centroid measurements^47^. HSPCs were fixed with 4% PFA, permeabilized with 0.3% Triton and stained for active β-catenin (Millipore) and DRAQ5. The nuclear and cytoplasmic contents of active β-catenin were determined using the “Nuclear Localization” algorithm in the ImageStream software. It is important to note that the signal within the cytoplasm and nucleus is obtained by an unbiased preset-analysis tool within the AMNIS analysis software, where a mask is created within the nucleus and the mean pixel intensity of β-catenin within the nucleus is compared to that within the entire cell (nucleus+cytoplasm). Therefore, the mean pixel intensity takes into account the pixels which comprise the area of the cytoplasm or nucleus in regards to the entire cell (nucleus+cytoplasm).

### Intra-nuclear flow cytometry

BM cells were isolated from C57Bl/6 mice and were first stained with antibodies conjugated to non-tandem dyes. The cells were stained for 15 min at room temperature in phosphate-buffered saline (PBS) containing 2% fetal bovine serum (FBS). Respective isotype controls were used. Once the staining of cells with antibodies conjugated to non-tandem dyes was completed, the cells were washed twice in PBS containing 2% FBS. The cells were then fixed with four antibodies conjugated to non-tandem dyes. The cells were then fixed with 4% PFA for 15 min at room temperature and washed twice with PBS+/+ with 2% FBS and stained with antibodies conjugated to tandem dyes for 15 min at room temperature. Once the fixed cells were stained with antibodies conjugated to tandem dyes, the cells were again washed twice with PBS+/+ with 2% FBS and subsequently permeabilized using 0.3% Triton for 15 min at room temperature. Once permeabilized, the cells were stained with Mtf2 (GenWay, M96 clone) antibody for 30 min on ice. The cells were then washed twice using PBS+/+ with 2% FBS at 4 °C. The cells were then stained with an anti-rabbit secondary antibody. Isotype controls were stained using the above process without staining for Mtf2. Isotype controls were then stained using the same anti-rabbit secondary antibody.

### Lentiviral production of Mtf2 shRNA

The 293T cells were co-transfected with lentiviral plasmids pMD2G, pPAX2 and pGIPZ containing the shRNA (Thermo Scientific) of interest using polyethylenimine (see table below). The supernatant containing the virus was collected 48 and 72 h post transfection. The virus was concentrated through ultracentrifugation and was stored at −80 °C.

**Table:** 

shRNA	Sequence
Mtf2 shRNA Clone 3	TAATGTATGTCATAAGCTC
Mtf2 shRNA Clone 7	TTGGCTTTATGTCCATCCT
Scrambled shRNA	GTTACACGATATGTTATCA

### Lentivirus-mediated Mtf2 knockdown of mouse BM cells

Adult mouse BM was isolated and lineage-depleted to enrich for stem and progenitor cells (Stem Cell Technologies). Cells were maintained in Iscove's modified Dulbecco's media containing bovine serum albumin, insulin and transferrin (Stem Cell Technologies), 100 U/mL penicillin–streptomycin (ThermoFisher), stem cell factor (SCF; 50 ng/mL), thrombopoietin (10 ng/mL), FLT3 (10 ng/mL) and interleukin-6 (IL-6; 10 ng/mL). Growth factors were purchased from Peprotech. On day 1 of infection, cells were incubated with polybrene (6 mg/mL) for 2 h at 37 °C, and then combined with viral supernatants containing either a green fluorescent protein (GFP)-tagged Mtf2 shRNA clone or a scrambled shRNA control (ThermoFisher). Cells were pelleted at 400 × *g* for 20 min, and then maintained at 37 °C. On day 2, infection was repeated. Cells were grown for 3 days using a fed-batch culture system and then sorted according to GFP expression. High GFP cells were fixed in 4% PFA, permeabilized with 0.3% Triton and labeled with antibodies against Mtf2 (Genway), Ezh2 (Cell Signaling), Suz12 (Millipore) or H3K27me3 (Millipore) and stained with the appropriate secondary antibodies. Protein expression was determined by flow cytometry compared with an isotype-only control. Data analysis compared mean fluorescent intensity values using a ratio paired *t* test.

### Colony-forming assays

For CFU assays, 2 × 10^5^ GFP^+^ lentivirus-transduced HSPCs were isolated and plated in MethoCult GF M3434 media containing growth factors (Stem Cell Technologies), and colonies were enumerated after 12 days.

### RNA-seq and ChIP-seq

FL cells from e14.5 *Mtf2*^*+/+*^ and *Mtf2*^*−/−*^ embryos were isolated and CD71^+^Ter119^-/lo^ and CD71^+^Ter119^+^ fractions were sorted directly into lysis buffer by fluorescence-activated cell sorting (FACS). Lineage-negative HSPCs were isolated from FLs of e14.5 *Mtf2*^*+/+*^ and *Mtf2*^*−/−*^ mice using antibodies against lineage markers, as described above. For RNA-seq, RNA was isolated (Arcturus PicoPure Kit, LifeTech) and DNase treated (Qiagen). The quality of RNA was determined using an Agilent 2100 Bioanalyzer. Library preparation was performed using 150 ng high-quality RNA (TruSeq Library Prep Kit, Illumina), and sequenced on a HiSeq 2000 (Illumina). These experiments were done in replicates of two and the replicate data were analyzed using TopHat v1.4.1 and Cuffdiff v1.3.0^48^ to map reads to a reference mouse genome assembly (mm9) and expression differences against the Ensembl release 67 gene model were determined. Significant fold changes were determined using the Benjamini–Hochberg corrected *p*value of 0.05. Raw RNA-seq data are available in Gene Expression Omnibus (GEO; GSE72288). Data were analyzed using the DAVID (the database for annotation, visualization and integrated discovery) bioinformatics tool for functional annotation^49,50^ and Cytoscape with the Enrichment Map plugin for visualization^51,52^. RNA-seq targets were validated by qPCR after RNA was converted to complementary DNA (cDNA) using Superscript II (LifeTech).

For ChIP-seq, sorted cells were crosslinked with 1% formaldehyde for 10 min at room temperature. Samples were sheared using a Covaris sonicator until the DNA reached a final size of 75–700 bp. Then, 10 µg antibody (anti-Mtf2, Genway; anti-H3K27me3, Millipore) was bound to pre-blocked Protein A magnetic beads (Millipore), combined with the sonicated DNA and incubated overnight. After incubation, the beads were collected and the DNA-antibody complexes were eluted at 65 °C. The crosslinks were reversed overnight at 65 °C. Samples were treated with Proteinase K and RNase A and the DNA was purified using phenol–chloroform. A total of 500,000 cells per sample were used for both immunoprecipitation and control (IgG, SantaCruz). While ~ 10 ng of ChIP DNA was obtained from the WT cells, only ~ 6 ng of ChIP DNA was obtained from KO cells, which is consistent with reduced levels of H3K27me3. For sequencing, all the ChIP DNA from 500,000 cells per sample was used for amplification and library preparation (Diagenode Microplex Library Preparation Kit). These experiments were done in replicates of two. DNA was analyzed for quality, quantity and size using an Agilent 2100 Bioanalyzer and digital PCR. Libraries were used for sequencing on a HiSeq 2000 (Illumina). Bowtie v2.2.3^53^ and MACS 1.3.7^54^ were used for alignments and peak calling, respectively. Gene annotations and peak profile analysis were completed using PAVIS^55^ and GREAT^56^. The DAVID bioinformatics tool was used for functional annotation with a Benjamini–Hochberg false discovery rate correction test, unless otherwise indicated^49,50^. Repeated *k*-means clustering analysis of methylation occupancy was completed using seqMINER^57^. ChIP-seq data are available in GEO (GSE72288).

### ChIP-seq validation

The Ezh2 and Ring1b ChIP was performed using clone D2C9 (Cell Signaling Technologies) and clone ab3832 (Abcam) respectively. The ChIP-seq targets were validated by ChIP-qPCR. All qPCR analyses were completed on a Roche Light Cycler 480 using Sybr Green MasterMix (Roche) and 0.1 mM primers. Primer sequences are listed in Supplementary Table  S4.

### H3K27me3 and Bio-CAP data comparison

For comparison of H3K27me3 and Bio-CAP signals, Bio-CAP data from mouse embryonic stem cell V6.5 (GEO sample GSM1064680)^58^ were downloaded as unmapped reads from the Sequence Read Archive (SRA; samples SRR648805 and SRR648806). Reads were mapped to the mm9 genome using bowtie2, BEDtools was used to count H3K27me3 reads from WT and *Mtf2*^−/−^ Ter119^+^ cells and Bio-CAP reads from sample SRR648805 mapping in a range of ±5 Kb from TSSs, and seqMINER was used to perform *k*-means clustering of the three data sets.

### BM transplants and analysis

For homing experiments, 5 × 10^6^ FL cells from *Mtf2*^*−/−*^ or WT e14.5 embryos were isolated and labeled with carboxyfluorescein diacetate succinimidyl ester (CFSE) (5 μM/mL, Molecular Probes) and 5 × 10^6^ washed cells were injected via tail vein into lethally irradiated *B6.SJL-Ptprca Pep3b/BoyJ* (CD45.1^+^) mice (Jackson Labs). BM was harvested 17 h later and assessed for CFSE fluorescence. For primary competitive transplants, 0.5 × 10^6^ million FL cells from either *Mtf2*^*−/−*^ or WT e14.5 embryos (CD45.2^+^) were combined with 0.5 × 10^6^ BM cells from adult CD45.1^+^ mice and injected via tail vein into lethally irradiated CD45.1^+^ mice. Peripheral blood was assessed by flow cytometry at various time points up to 4 months post transplantation.

### Wnt inhibition

The Wnt inhibitors ICG001 (Sigma) and JW74 (Sigma) were dissolved in dimethyl sulfoxide (DMSO). For the CFU, the drugs were added every 72 h directly to the MethoCult GF M3434 media. The Wnt pathway inhibitors, ICG001 and JW74, were added at concentrations of 2 µM and 1.5 µM, respectively. Enumeration of colonies was compared with WT HSPCs transduced with scrambled shRNA and treated with vehicle (DMSO).

### Ex vivo differentiation of erythroblasts

GFP^+^ lentivirus-transduced erythroblasts (CD71^+^/Ter119^-^) were seeded at a density of 1 × 10^6^ cells/mL in StemPro-34 SFM (ThermoFisher) supplemented with l-glutamine (1%; ThermoFisher), Epo (Peprotech; 10 U/mL) and transferrin (Sigma-Aldrich; 1 mg/mL) as previously published^36^. The GFP^+^ cells were cultured for 48 h in the presence and absence of ICG001 (Tocris) and JW74 (Tocris). Half media exchange was performed after 24 h, and after 48 h the cells were collected, stained with CD71 and Ter119 antibodies and analyzed using flow cytometry.

For experiments involving FL cells, FACS sorted CD71^+^Ter119^-^ FL cells were seeded at a density of 0.5 × 10^6^ cells/mL StemPro-34 SFM (ThermoFisher) supplemented with l-glutamine (1%; ThermoFisher), Epo (Peprotech; 10 U/mL) and transferrin (Sigma-Aldrich; 1 mg/mL). The FL cells were cultured for 48 h in the presence and absence of ICG001 (Tocris) and JW74 (Tocris). Half media exchange was performed after 24 h, and after 48 h the cells were collected, stained with CD71 and Ter119 antibodies and analyzed using flow cytometry.

### Western blots

FL cells were stained with CD45 antibody and sorted for the CD45+ve and CD45−ve fractions. The cell nuclear fractionation protocol was performed as previously published^59^. Equal amount of nuclear protein was loaded onto 10-well NuPAGE™ 4–12% Bis-Tris Protein Gels (Life Technologies) alongside 20 µL of Spectra™ Multicolor Broad Range Protein Ladder (Thermo Scientific). The gel was run at 140 V in the XCell SureLock™ Mini-Cell Electrophoresis System (Life Technologies) in 1× MOPS Buffer containing 50 mM Tris-Base (BioShop), 50 mM MOPS, Free Acid (BioBasic), 0.1% (w/v) SDS (Bio-Rad) and 1 mM EDTA (Sigma-Aldrich). The gel was then wet transferred onto methanol activated polyvinylidene difluoride membrane (Millipore) using Mini Trans-Blot® Cell (Bio-Rad) Wet electroblotting system and in 1× Transfer buffer containing 21.5 mM Tris-Base (BioShop), 192 mM Glycine (Sigma-Aldrich) and 20% methanol. After transfer, the membrane was blocked for 1 h using 5% bovine serum albumin (BSA; Wisent Bio products) in Tris-Buffered saline (TBS) with 0.1% Tween-20 (TBS-T; BioBasic). After blocking, the primary antibody cocktail was made using 1:1000 dilutions of Ezh2 (Cell Signalling Technologies, D2C9) and Mtf2 (GenWay, M96) and 1:2000 dilution of Histone H3 (ThermoFisher, 1HH3-3E1) in TBS-T with 5% BSA and the membrane incubated overnight at 4 °C. The membrane was then washed with TBS-T and incubated at room temperature in the secondary antibody cocktail containing 1:10,000 dilution of Invitrogen™ Alexa Fluor 680 Goat anti-rabbit pAb (ThermoFischer Scientific) in TBS-T with 5% BSA for 1 h. The membrane was washed again before visualizing with the Odyssey® classic infra-red imaging system (Li-Cor). Afterwards, the membrane was stripped with Restore™ Western Blot Stripping Buffer (ThermoFischer Scientific) as per the manufacturer’s recommendations, and the western probing was repeated with a new primary antibody cocktail with Anti-SUZ12 (Millipore, 3C1.2) and Anti-Eed (Millipore, AA19) at 1:2000 dilution and the secondary antibody cocktail containing 1:10,000 dilution of Goat anti-Mouse IgG Secondary Antibody DyLight 800 4X PEG (ThermoFishcer Scientific) in addition to the 680 goat anti-rabbit antibody. These experiments were repeated 3 times and every time cells isolated from 3 embryos were combined to generate enough nuclear lysate.

### Production of MTF2 overexpression lentivirus

The 293T cells were co-transfected with second-generation packaging lentiviral plasmids pMD2G, pPAX2 and pLenti vector (abm plasmids) containing MTF2 cDNA or an empty backbone. Supernatant containing the virus was collected 48 and 72 h post transfection.

### Lentiviral-mediated rescue of MTF2 expression within FL HSPCs and CD71^+^Ter119^+^ cells

FACS sorted CD45^+^ cells were lineage depleted using the antibody cocktail mentioned above to obtain FL HSPCs. The FL CD71^+^Ter119^+^ cells were obtained via FACS sorting. The FL HSPCs were cultured in 96-well plates in Stemspan SFEM (Stemcell Technologies) with 50 ng/mL SCF, 50 ng/mL FLT3, 50 ng/mL IL-16, 10 ng/mL IL-13 and 10 ng/mL IL-17 (Peprotech) as previously published^60^. The FL CD71^+^Ter119^+^ cells were cultured in StemPro-34 SFM (ThermoFisher) supplemented with StemPro supplement, 1% penicillin–streptomycin, 1% l-glutamine (200 mM stock), Epo 10 U/mL, SCF 100 ng/mL (Peprotech) and Dexametasone (Sigma) 10^−6^ mol/L. as previously published^36^. The FL cells were transduced at the multiplicity of infection of 10.

### Statistics

All data are presented as mean ± SEM. Data were analyzed using Prism 5.0 (GraphPad Software). Statistical significance of differences was measured by two-tailed Student’s *t-*test. A *p*-value < 0.05 was used as a cut-off to indicate statistical significance.

### Study approval

All animal experiments were conducted with the approval of the University of Ottawa Animal Care Committee in accordance with the Canadian Council on Animal Care Standards and the Province of Ontario’s Animals for Research Act.

## Electronic supplementary material

Supplementary Information

Supplementary Table S1

Supplementary Table S2

Supplementary Table S3

Supplementary Table S4

How the deposited data were processed for this re-analysis (not part of the article)

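H3K27me3 ChIP-seq was analysed in WT and Mtf2-null e14.5 FL cells of the CD71+Ter119 -/lo and CD71+Ter119+ fractions, and Mtf2 ChIP-seq in WT cells of both fractions. In all, 10 libraries were mapped to a condition from their labels, 6 of them ChIP and 4 IgG, with 1 library per condition. The methods state replicates of 2, and whether replicates were pooled is not said in the paper's text. No mean, SD or test across replicates could be computed, and every test below compares lists or genes within these libraries, not the conditions.

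The authors aligned the reads with Bowtie 2.2.3 to mm9 and called peaks with MACS 1.3.7, each ChIP library against the IgG library of its fraction and genotype. The file headers give a p cutoff of 1e-05, a band width of 300 bp, a model fold of 32, a tag size of 25 and local background windows of 1, 5 and 10 kb. The labels add that the genome was masked and that blacklisted regions were removed. The deposited tag counts are the number of reads the authors' peak caller placed in each peak, not normalized for depth. The deposited fold enrichment is the authors' ratio of ChIP to the local IgG background. The deposited score is the authors' −10 log10 of the peak's p. The deposited FDR is a percent that the authors' peak caller estimated by exchanging ChIP and IgG. The IgG libraries have no peak list and enter only through these values. WT H3K27me3 and Mtf2 share an IgG library within each fraction.

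Depth differed between libraries. Between 15669899 and 67169672 unique tags were used per ChIP library and between 12345800 and 39667267 per IgG library. The Mtf2-null H3K27me3 libraries held 1.95 and 2.23 times the unique tags of the WT libraries in CD71+Ter119 -/lo and CD71+Ter119+ cells. Unique tags made up 34.6% and 39.7% of the tags in the Mtf2 libraries and between 78.4% and 85.4% in the H3K27me3 libraries. A deeper library lets the peak caller reach its cutoff at a lower enrichment, so the number of peaks moves with depth. Tags amplified by PCR are not independent molecules, and the 95% Wilson intervals cover counting error only. Where a count was 0, the share given as its limit is that of 3 counts.

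Coordinates are 1-based on NCBIM37, the assembly of mm9, and no peak lay beyond a chromosome end. TSS, exons and genes were taken from GENCODE M1 on the same assembly, with 22271 protein-coding genes and 69963 distinct TSS. The paper names an Ensembl release for its RNA-seq and PAVIS for peak annotation, and neither was used here. Peaks overlapped when they shared at least 1 base. A gene had a peak when one overlapped the 5 kb on either side of any of its TSS. Promoter shares used the summit and 1 kb on either side of the TSS, because the paper's text does not name its window. Chance levels used 1000 circular shifts along each chromosome, or 200 for location categories, so the smallest permutation p is 0.001 or 0.005. These tests are one-sided. Shifts keep the spacing within a list but not its preference for GC-rich or gene-rich regions, so lists that cluster in the same regions exceed the shifted level more easily. Contrasts of peaks or genes used two-sided Fisher exact tests at 0.05. Where 1 of the 4 counts of an odds ratio was 0, the ratio is given with 0.5 added to each count, while direction and p come from the counts themselves. CpG content was read in 1 kb around each summit. For the GC checks, shifted regions were matched to peaks in GC steps of 2% over 50 shifts.

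The overlap, shift and placement steps were tested on simulated intervals. They gave the brute-force overlap for 2000 of 2000 intervals, recovered 200 of 200 planted overlaps, called 1 of 100 unrelated pairs at 0.05, and placed 5 of 5 points. The steps used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, pysam 0.24.0 and matplotlib 3.10.9.

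The samples, the tests of the main results, the alternatives and the rule for naming genes and peaks were set before the data were examined. Most tests of explanations and 1 window for the network genes were chosen later. That rule names the genes with a ChIP-qPCR primer pair, *Ctnnb1*, the genes drawn in the Wnt module of Fig. 4a, the peak with the highest fold enrichment in each list, and the 3 highest-scoring lost and gained H3K27me3 peaks of each fraction. The alternatives were a score of at least 100, an FDR of at most 5%, the 19 autosomes only, an overlap of at least 50%, a peak within 1 kb, equal numbers of peaks, other TSS and gene windows, the peak centre in place of the summit, and a split of peaks by length. The k-means clusters of read density could not be repeated from peak lists. ChIP-qPCR, RNA-seq, Bio-CAP and HSPC data were not analysed here. The *Hox* genes without a peak are not reported here by name.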

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

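The tests of sequencing depth, calling threshold, sex of the cells, shared IgG control, library exchange and peak strength at TSS were chosen only after the result was seen, and the tests of GC content and of ribosomal protein genes were set before their own result was seen.

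The number of H3K27me3 peaks moved in opposite directions at the 2 stages. The Mtf2-null list was 0.282 times as long as the WT list in CD71+Ter119 -/lo cells and 1.29 times as long in CD71+Ter119+ cells. With 1 library per condition, this difference was not tested. The Mtf2-null libraries were deeper at both stages. With a fold enrichment of at least 8 there were 649 Mtf2-null and 2297 WT peaks in CD71+Ter119+ cells, a ratio of 0.283, and in CD71+Ter119 -/lo cells the ratio was 0.129. Weak peaks added by depth and a weaker mark in Mtf2-null cells both give a lower ratio at this limit, so depth cannot be told apart from the genotype as the reason for the longer CD71+Ter119+ list. A difference between the stages stays open and untested.

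Peaks without a counterpart made up most of both CD71+Ter119+ H3K27me3 lists. The paper does not discuss the 5763 Mtf2-null peaks that overlap no WT peak. The Mtf2-null peaks lay at TSS 0.321 times as often as regions of the same GC content (0.984% against 3.07%), which argues against GC content alone as the reason they lie away from TSS. For the WT peaks without a Mtf2-null peak, a calling threshold that was too high in the Mtf2-null list should spare the peaks farthest above it. Of the 1324 WT peaks with a score of at least 100, 2 had a Mtf2-null peak (0.151%, interval 0.0414 to 0.549%), against 26 of the 3166 weaker ones (0.821%). This argues against the threshold for the stronger peaks. For the weaker ones the threshold cannot be told apart from a loss of the mark, because these values do not give the enrichment that a call needed there in the Mtf2-null library. A loss of GC-rich reads in the Mtf2-null library cannot be told apart from a loss of the mark, because few strong WT peaks are GC-poor. Of 4 such peaks 1 had a Mtf2-null peak (25%, interval 4.56 to 69.9%), against 0.0758% of 1320 GC-rich ones. Over WT peaks of any score, 13 of 230 GC-poor and 15 of 4260 GC-rich peaks had one. The efficiency of the immunoprecipitation was not tested, and the genotype stays open as a biological explanation.

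Mtf2 peaks of WT CD71+Ter119 -/lo cells overlapped 13.6% of the Mtf2-null CD71+Ter119+ H3K27me3 peaks, a pair of lists from different stages and genotypes. Regions on the same chromosomes with the same GC content overlapped them at 4.25%. The observed overlap was 3.19 times that level, which argues against GC content and chromosome alone. Repeats and regions that attract reads in any ChIP were not tested, nor was a biological explanation.

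WT CD71+Ter119 -/lo H3K27me3 peaks were overlapped by Mtf2 peaks at 58.9%, which the paper reports only by gene. A shared IgG library was tested with the CD71+Ter119+ Mtf2 peaks, called against another IgG library, and they overlapped these peaks 32.0 times as often as chance. An exchange of the H3K27me3 library with an Mtf2 library would leave little in common with H3K27me3 at the other stage. These peaks overlapped WT CD71+Ter119+ H3K27me3 peaks 16.2 times as often as chance, while the CD71+Ter119+ Mtf2 peaks did so 3.11 times as often. The 32.0 times argues against a shared IgG library as the whole cause. The 16.2 times argues against an exchange as the whole cause. Yet these peaks were overlapped more by CD71+Ter119+ Mtf2 peaks (13.2%) than by WT CD71+Ter119+ H3K27me3 peaks (5.81%). That order goes with an exchange, so an exchange is not ruled out. A mixture of libraries was not tested, and joint occupancy by Mtf2 and H3K27me3 stays open as a hypothesis.

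Few WT CD71+Ter119 -/lo H3K27me3 peaks lay at TSS, 6.03% against 49.9% in CD71+Ter119+ cells. Shifted regions matched on GC content lay there at 7.74% for the CD71+Ter119 -/lo list and 37.2% for the CD71+Ter119+ list. Much of this gap therefore goes with the GC content of the called regions. The observed shares were 0.779 and 1.34 times the matched levels. If low depth had left only chance peaks, the strong ones should lie at TSS. Of the 216 peaks with a score of at least 100, 1.39% did. This cannot decide on depth, because the strong peaks may not be those of H3K27me3. Mtf2 peaks with a score of at least 100 overlapped 86.6% of them, and an exchange of libraries is not ruled out. Depth stays open. If GC-rich regions had been lost from the library, GC-poor strong WT CD71+Ter119+ peaks should often recur in CD71+Ter119 -/lo cells. They did in 1 of 29 cases (3.45%, interval 0.611 to 17.2%), against 12.4% of the GC-rich ones. A difference between the stages stays open, and the difference between these shares was not tested. The high share at TSS in CD71+Ter119+ cells was also weighed against H3K4me3, which the series design text names in its opening line and which marks the TSS of transcribed genes. Ribosomal protein genes, which every cell transcribes, should then mostly carry a peak. Of 76 such genes, 6 had a WT CD71+Ter119+ peak within 5 kb of a TSS (7.89%, interval 3.67 to 16.2%), against 11.6% of the other genes, which argues against H3K4me3 in that library.

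The share of lost genes with Mtf2 differed between the stages, at 25.1% in CD71+Ter119 -/lo cells and 1.10% in CD71+Ter119+ cells (odds ratio 30.0, two-sided Fisher exact p = 2.75e-93 over these genes). The Mtf2 lists held 28918 and 5309 peaks, and the length of the list and the stage are not separated by this test. Depth, antibody efficiency and stage all stay open.

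The share of WT peaks lost was 0.323 percentage points higher in CD71+Ter119 -/lo than in CD71+Ter119+ cells (two-sided Fisher exact p = 0.0215 over these peaks). The retained CD71+Ter119+ peaks were no more than shifting gives, so the difference does not compare the loss of the mark. The list lengths also differ between stages, and with the same number of peaks from each list the difference was −0.213 points (Fisher exact p = 0.375). No biological explanation was tested.

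Chromosome X held 11.3% of the Mtf2-null CD71+Ter119+ H3K27me3 peaks, 10.5% of the CD71+Ter119 -/lo Mtf2 peaks and 10.0% of the CD71+Ter119+ Mtf2 peaks. Per base this was 1.88, 1.74 and 1.64 times the autosomes, while the WT CD71+Ter119+ H3K27me3 list was at 0.113. The GC content of the chromosome was tested with matched regions, and the share on X was still at least 1.47 times the matched one in these 3 lists. Cells of different sex in ChIP and IgG should move X and Y in opposite directions. In the CD71+Ter119 -/lo Mtf2 list Y was also above the autosomes, 2.30 times from 67 peaks (exact interval 1.78 to 2.92), which argues against it there. In the CD71+Ter119+ lists this explanation cannot be told apart from others, because the Y ratios of 1.30 (interval 0.522 to 2.68) and 1.38 (interval 0.596 to 2.72) rest on 7 and 8 peaks. No biological explanation was tested.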

How the results depend on the processing

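No paired analysis was possible because each condition had 1 library. Of 69 alternative values for 20 results, 36 kept their direction and side of the threshold or their interval, 20 moved, 4 fell below the test's threshold, 3 passed it and 6 reversed. For the separate *Hox*, *Wnt*, *Gata* and *Lhx* counts, 8 of 12 values moved. The cause was not tested except where given. The addition of 0.5 to odds ratios with an empty count and the window over the whole gene for the network, which gave 333 genes in place of 346, were chosen after the result was seen, and the other alternatives before it.

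A score of at least 100 changed most results. In CD71+Ter119 -/lo cells the ratio of Mtf2-null to WT peaks fell to 0.0787, the shares of lost peaks and of lost genes rose to 100% and 100%, with 27 lost genes in place of 694, and the Mtf2 promoter share was 0.606%. In CD71+Ter119+ cells the peak ratio reversed to 0.375, the lost share of peaks was 99.9% and of genes 99.9%, with 1233 lost genes in place of 2538, and the promoter share of Mtf2 was 0.274%. There the overlap of WT H3K27me3 peaks with Mtf2 was 0%, against 0.0483% by chance, which is under 1 of the 1324 peaks left, so this value sets no direction. The share of lost genes with Mtf2 reversed to 0.162%, from 2 of 1233 genes (Fisher exact p = 0.221). The odds ratio of loss at TSS was 12.6 in place of 57.5 and no longer past the threshold (Fisher exact p = 0.193), since 1 retained peak was left. As retained CD71+Ter119+ peaks were no more than shifting gives, this ratio and that for Mtf2 at lost against retained peaks describe where the lists lie, not a difference in loss. The stage difference was 0.0755 points, the network count 205 and the family count 19.

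An FDR of at most 5% left 1 WT CD71+Ter119 -/lo peak, whose Mtf2 overlap of 100% was not past the threshold (permutation p = 0.0949). It moved the CD71+Ter119+ peak ratio to 4.41, the lost share to 99.8%, the network count to 200 and the family count to 18. It left no Mtf2-null CD71+Ter119 -/lo and no CD71+Ter119+ Mtf2 peaks, and with the score limit's empty retained groups this gave no value in 15 cases.

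With a peak within 1 kb, the lost share in CD71+Ter119 -/lo cells was 99.5% and the stage difference 0.212 points (Fisher exact p = 0.186). With equal numbers of peaks the stage difference reversed to −0.213. A TSS window of 1 kb gave lost gene shares of 96.9% and 99.9%, with 284 lost CD71+Ter119 -/lo genes. The whole gene gave 90.6% and 92.3%, with 1279 lost CD71+Ter119 -/lo genes, and reversed the CD71+Ter119+ share of lost genes with Mtf2 to 5.93%. A window of 5 kb brought the lower loss at TSS in CD71+Ter119 -/lo cells past the threshold (odds ratio 0.147, Fisher exact p = 0.000466). A promoter window of 2 kb gave Mtf2 shares of 1.92% and 1.75%.

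The odds ratio for Mtf2 at lost against retained CD71+Ter119+ peaks, 0.171 (Fisher exact p = 0.0532), passed the threshold with a 50% overlap (0.144, Fisher exact p = 0.0396) and in shorter peaks (0.151, Fisher exact p = 0.0460). In longer peaks the direction reversed, as Mtf2 was present at 11 and absent at 2220 lost peaks, and absent at all 12 retained peaks (Fisher exact p = 1). The ratio with 0.5 added to each count, 0.129, did not turn, so 12 retained peaks do not set a direction.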

Differences from the paper's values

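The paper's share of CD71+Ter119+ Mtf2 peaks in promoter-proximal regions is 22.4% in its text and 22.1% in Supplementary Table S2, and the value here was 0.622%. None of the alternatives set before the data were examined closed this gap, with 0.274% for a score of at least 100, 1.75% for 2 kb on either side of the TSS and 0.735% for the peak centre. For gene bodies and intergenic regions together the paper gives 72.6%, and the value here was 96.1%.

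The paper reports 48.9% of the CD71+Ter119 -/lo genes that lost H3K27me3 as bound by Mtf2, and the value here was 25.1%. The score limit (66.7%) and the window over the whole gene (55.3%) closed the gap, and a TSS window of 1 kb (9.15%) did not. The paper's number of genes that lost H3K27me3 is 1131, and 694 were counted here. The window over the whole gene (1279) closed the gap, while the score limit (27) and the 1 kb window (284) did not. The paper's number of those genes with Mtf2 is 550, against 174 here, and again the window over the whole gene closed the gap (707), while the score limit (18) and the 1 kb window (26) did not.

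Fig. 3h shows about 1200 genes with H3K27me3 in WT, about 580 in Mtf2-null and about 3300 with Mtf2 in CD71+Ter119 -/lo cells, read by eye from Fig. 3h. The values here were 733, 284 and 1884. The window over the whole gene, with 1412, 647 and 4133, closed these gaps. The score limit (27, 1 and 623) and the 1 kb window (293, 77 and 452) did not.

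The paper's network of 461 genes was drawn from genes with promoter Mtf2 peaks, and a Mtf2 peak was found here within 5 kb of a TSS at 4 of them. None of the alternatives set before the data were examined closed this gap, with 2 genes for the score limit and 0 for the 1 kb window. The window over the whole gene, applied to this count after the data were seen, gave 21 and did not close it.

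Supplementary Table S2 lists 6946 WT CD71+Ter119+ H3K27me3 peaks as the paper's number, and 4490 were read here. The score limit (1324), the FDR limit (1312) and the autosomes alone (4456) did not close the gap. The same table lists 3360 Mtf2 peaks, against 5309 here. The autosomes alone (4771) closed the gap by the limit of 1.5 times, and the score limit (365) did not.

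The paper describes a genome-wide loss of H3K27me3 in Mtf2-null CD71+Ter119+ cells, and the Mtf2-null list here held 5791 peaks against 4490 in WT, with 2.23 times the unique tags. Of the WT peaks, 4462 had no Mtf2-null peak, and with a score of at least 100 the Mtf2-null list was the shorter one, at a ratio of 0.375. From read density, which was not measured here, the paper describes the loss as specific to TSS. Of the WT peaks away from TSS, 98.8% had no Mtf2-null peak. The retained peaks were no more than shifting gives (0.624% against 0.634%), so this share does not test that description. The paper describes promoter Mtf2 peaks of genes with loss of H3K27me3 and increased mRNA as enriched in non-methylated CpG islands. That set was not formed here, and none of the 57 Mtf2 peaks at any TSS met the CpG island-like limits. From ChIP-qPCR, which was not analysed here, the paper treats *Myb*, *Stat5b* and *Dnmt3b* as targets. No WT CD71+Ter119+ H3K27me3 peak lay within 5 kb of their TSS. It treats *Cebpa* and *Cdk4* as non-targets, and 1 and 2 WT peaks lay in that window. The *Cebpa* peak overlapped its amplicon. The nearest *Cdk4* peak lay 2.37 kb from its amplicon and the stronger one lay nearest to *March9*, so they do not conflict with the paper's call. *Lrp5* and *Notch1*, drawn in the Wnt module, had no such peak.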

Other observations

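None of the values in this part was tested against a technical or biological explanation, and they are given as measured.

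The ChIP-qPCR primer pairs of the paper were placed on NCBIM37 by exact match, and 12 of 14 pairs gave an amplicon of at most 1 kb, all but those for *Gata2* and *Dnmt3b*. The amplicon overlapped a WT CD71+Ter119+ H3K27me3 peak at *Fli1* and at *Cebpa*. The nearest WT peak lay 0.393 kb from the *Cxcr4* amplicon, 3.41 kb from that of *Gata3*, 2.37 kb from that of *Cdk4*, 62.0 kb from that of *Stat5b* and 988 kb from that of *Myb*.

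*Ctnnb1*, whose H3K27me3 the paper measured in FL HSPCs, had no H3K27me3 or Mtf2 peak within 5 kb of a TSS in the erythroid lists. *Cdh1* had a Mtf2-null CD71+Ter119 -/lo H3K27me3 peak at its TSS on chromosome 8, from 109125856 to 109126506, and a WT CD71+Ter119+ peak from 109127478 to 109128253.

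Mtf2-null CD71+Ter119 -/lo H3K27me3 peaks overlapped WT CD71+Ter119+ peaks in 81 of 1407 cases (5.76%, against 0.365% after shifting) and WT peaks of their own stage in 15 (1.07%, against 0.344%). The difference between these overlaps was not tested.

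The peak with the highest fold enrichment in the CD71+Ter119 -/lo Mtf2 list was in an intron of *Lmbr1* on chromosome 5, from 29681235 to 29683370, with 150 tags and a score of 685. In the CD71+Ter119+ Mtf2 list the highest fold enrichment was 59.8, in an intron of *Fgf14* on chromosome 14, from 125067207 to 125068107. In the WT H3K27me3 lists it was 36.5 on chromosome 14, from 110895105 to 110896087, in CD71+Ter119 -/lo cells and 27.9 on chromosome X, from 159739751 to 159740586, in CD71+Ter119+ cells. In the Mtf2-null lists it was 36.0 on chromosome 12, from 96884937 to 96886188, and 23.9 on chromosome 10, from 71759413 to 71760641. These 4 H3K27me3 peaks were intergenic. The highest-scoring Mtf2-null CD71+Ter119+ peak without a WT peak, on chromosome X from 92118223 to 92148525, was 30303 bp long with 4880 tags and lay 93.0 kb from the TSS of *Spin4*.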
